# A CRISPR screen identifies genes controlling *Etv2* threshold expression in murine hemangiogenic fate commitment

**DOI:** 10.1038/s41467-017-00667-5

**Published:** 2017-09-14

**Authors:** Haiyong Zhao, Kyunghee Choi

## Abstract

The ETS transcription factor *Etv2* is necessary and sufficient for the generation of hematopoietic and endothelial cells. However, upstream regulators of *Etv2* in hemangiogenesis, generation of hematopoietic and endothelial cells, have not been clearly addressed. Here we track the developmental route of hemangiogenic progenitors from mouse embryonic stem cells, perform genome-wide CRISPR screening, and transcriptome analysis of en route cell populations by utilizing *Brachyury*, *Etv2*, or *Scl* reporter embryonic stem cell lines to further understand the mechanisms that control hemangiogenesis. We identify the forkhead transcription factor *Foxh1*, in part through *Eomes*, to be critical for the formation of FLK1^+^ mesoderm, from which the hemangiogenic fate is specified. Importantly, hemangiogenic fate is specified not simply by the onset of *Etv2* expression, but by a threshold-dependent mechanism, in which VEGF-FLK1 signaling plays an instructive role by promoting *Etv2* threshold expression. These studies reveal comprehensive cellular and molecular pathways governing the hemangiogenic cell lineage development.

## Abstract (web summary)

How haematopoietic and endothelial cell lineages are specified is unclear. Here, the authors identify the forkhead transcription factor *Foxh1* as regulating FLK1+ mesoderm formation in mouse embryonic stem cells, which in turn specifies hemangiogenic fate via *Etv2*.

## Introduction

Integration of the extrinsic signals into lineage-specific gene expression forms the basis for cell fate decisions. Accordingly, it is crucial to generate a comprehensive lineage map, to identify extrinsic cues that guide a specific cell lineage outcome and to delineate downstream signal cascades and transcriptional networks involved in lineage specification. Such information in turn would facilitate efforts deriving a desired cell type from pluripotent stem cells for regenerative medicine. To this end, hematopoiesis, the generation of blood, offers a unique model to study cell fate determination. While the lineage map downstream of the hematopoietic stem cells (HSCs) has been extensively described^1^, it is still largely unknown how HSCs themselves are generated during embryogenesis.

Currently, it is well accepted that hematopoietic cells develop from mesoderm through hemangiogenic progenitors^2–4^ and hemogenic endothelium intermediates^5–7^. The close developmental association between hematopoietic and endothelial cells is manifested by many transcription factors and signaling pathways that are commonly shared between these two cell populations. Gene-targeting studies have also shown that mutations in any of the shared genes often affect both cell lineages, supporting the notion of the common genetic pathway regulating hematopoietic and endothelial cell lineage development and function. Of these, *Etv2* (aka *Er71* and *etsrp*) has emerged as an obligatory factor, whose function is required at the earliest stage in hematopoietic and vascular development. In particular, *Etv2* deficiency leads to embryonic lethality due to a complete block in blood and endothelial cell formation. Conversely, enforced *Etv2* expression can ectopically activate both cell lineages^8–10^. These studies support the notion that *Etv2* functions at the core of the common genetic pathway in blood and endothelial cell generation. Therefore, *Etv2-*controlled hemangiogenesis provides a powerful paradigm for modeling and assessing how exactly cell fate determination can be achieved by a single factor.

In vitro differentiation model of embryonic stem (ES) cells, which overcomes the cell number limitations for early embryonic studies and allows large-scale genetic screening, has been extensively used for studies pertaining to lineage development. To understand cellular pathways and molecular mechanisms regulating hemangiogenic cell lineage specification, here we utilized *T/Brachyury*, *Etv2*, and *Scl* expression together with PDGFRα and FLK1^+^ mesodermal markers to track hemangiogenic cell lineage development during ES cell differentiation. We performed transcriptome analysis of the transitional cell populations and high-throughput clustered regularly interspaced short palindromic repeats (CRISPR) screening^11^ to further understand upstream molecular events of hemangiogenesis. Our data demonstrate a well-defined developmental route of hemangiogenesis, in which the forkhead transcription factor *Foxh1* regulates, functioning in part through *Eomes*, FLK1^+^ mesoderm formation. The hemangiogenic fate is specified within FLK1^+^ mesoderm by the *Etv2* threshold expression, which requires the VEGF-FLK1 signaling.

## Results

### *Etv2* threshold expression determines hemangiogenic fate

Given that *Etv2* functions at the core of the genetic pathway in the generation of hemangiogenic progenitor cells^8–10^, we reasoned that tracking its expression would help delineate molecular and cellular events leading to hemangiogenic cell lineage specification. Thus, we established a reporter ES cell line expressing tdTomato and GFP from the *Etv2* and *Scl* loci, respectively, to monitor endogenous *Etv2* and *Scl* expression (SGET ES cells, Fig. 1a). *Scl* is a direct ETV2 target^10, 12, 13^ and is essential for hematopoietic lineage development^14^. As expected, the onset of Scl-GFP expression in differentiating ES cells (embryoid bodies, EBs) was later than that of Etv2-tdTomato (Supplementary Fig. 1a). Importantly, emerging Scl-GFP^+^ cells were mainly observed within cells expressing high levels of *Etv2* (Etv2-tdTomato^high^), suggesting an ETV2 threshold requirements in target gene expression (Fig. 1b, *left* and *middle*). Consistently, blast-colony-forming cells (BL-CFCs, representing hemangiogenic potential in vitro)^3, 15^ were enriched in Etv2-tdTomato^high^ cells, confirming that hemangiogenic fate is specified in Etv2-tdTomato^high^ cells (Fig. 1b, *right*). *Etv2*-heterozygous cells still followed the threshold rule (Supplementary Fig. 1b). The Scl-GFP^+^ cells formed obvious bimodal distribution with time (Supplementary Fig. 1c), suggesting an autoregulatory feedback mechanism for *Scl* expression^16^. The hematopoietic marker CD41 and the endothelial cell marker TIE2 expression were observed within Scl-GFP^+^ cells (Supplementary Fig. 1c).

**Fig. 1:**
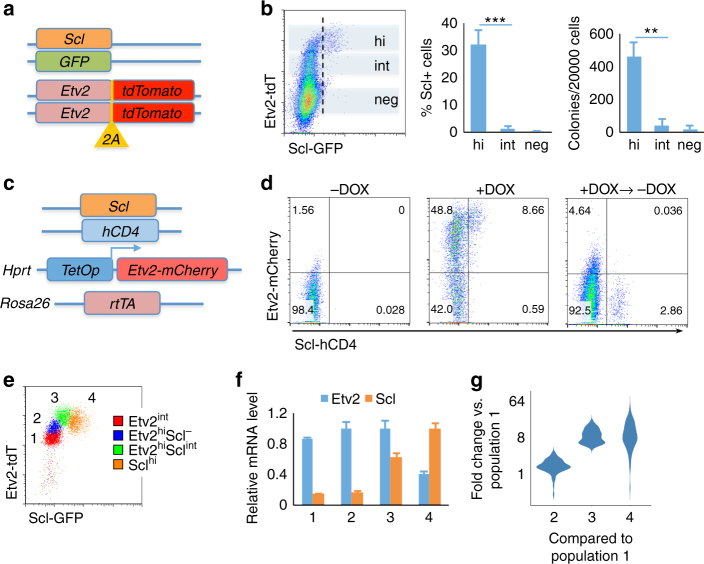
*Etv2* threshold expression determines hemangiogenic fate. **a** Scheme of SGET ES cells. **b** Etv2-tdTomato and Scl-GFP expression in D4 SGET EBs analyzed by flow cytometry is shown on the *left*. The percentages of Scl-GFP^+^ cells (*right side* of the *vertical dashed line*) within Etv2-tdTomato^hi(gh)^, Etv2-tdTomato^int(ermediate)^ and Etv2-tdTomato^neg(ative)^ cells (*shaded regions*) are shown in the *middle*. Blast colony number obtained from sorted Etv2^neg^, Etv2^int^, and Etv2^hi^ cells is shown on the *right*. **c** Scheme of iEtv2-mCherry ES cell line. **d** iEtv2-mCherry EB cells differentiated in serum-free conditions were analyzed for Etv2-mCherry and Scl-hCD4. –DOX, no DOX control, +DOX, DOX was added from D2.5 to D3.5 at a concentration of 2 μg/mL, +DOX → −DOX, DOX was added from D2.5 to D3.5, washed off and then cells were cultured for additional 2 days. –DOX and +DOX EBs were analyzed on D3.5. +DOX → −DOX EBs were analyzed on D5.5. **e** Flow cytometry plot of the four populations, *1* Etv2-tdTomato^int^, *2* Etv2-tdTomato^hi^/Scl-GFP^-(negative)^, *3* Etv2-tdTomato^hi^Scl-GFP^int^, and *4* Scl-GFP^hi^ from D4 SGET cells after sorting is shown. **f** Normalized relative mRNA level of *Etv2* and *Scl* in the sorted populations is shown. The mRNA level of *Etv2* and *Scl* was first normalized to *Gapdh*, and then the maximal value within the group was rescaled to 1. **g** Violin plots showing fold changes of RNA-seq RPKM values of 73 ETV2 target genes in populations 2, 3, and 4, respectively, compared to population 1. **P value <0.01 in Student’s *t* test, ***P < 0.001, and *n* = 3. *Error bars* are s.d

To further validate the threshold requirement of *Etv2* expression for the initiation of *Scl* expression, we established an ES cell line that expresses doxycycline (DOX)-inducible *Etv2-mCherry*, and human CD4 surface antigen from the endogenous *Scl* locus^17^ (iEtv2-mCherry ES cells, Fig. 1c). Enforced *Etv2-mCherry* expression activated Scl-hCD4 and TIE2 in serum-free conditions, a differentiation system which normally does not generate mesoderm cells unless BMP4 is supplemented^17^. Importantly, an obvious threshold requirement of *Etv2* could be reconstituted in this condition (Fig. 1d, *left* and *middle*, and Supplementary Fig. 1d). *Etv2* expression level in Etv2-mCherry^high^Scl-hCD4^−^ cells were higher than in Etv2-tdTomato^high^Scl-GFP^−^ cells (Supplementary Fig. 1e). This suggests that the exact threshold level of *Etv2* expression for activating *Scl* in different systems (endogenous vs. exogenous or serum vs. serum free) may be different. Notably, Scl-hCD4^+^ cells were sustained after DOX withdrawal (Fig. 1d, *right*), indicating establishment of an autoregulatory mechanism of *Scl* expression.

To confirm that hemangiogneic program is initiated only after the *Etv2* threshold expression is achieved, we sorted four populations from SGET EBs, Etv2-tdTomato^int(ermediate)^, Etv2-tdTomato^hi(gh)^Scl-GFP^−^, Etv2-tdTomato^hi(gh)^Scl-GFP^int(ermediate)^, and Scl-GFP^hi(gh)^ (Fig. 1e). RT-qPCR showed that mRNA levels of *Etv2* were consistent to tdTomato reporter signals, while *Scl* was activated mainly after *Etv2* threshold was fulfilled (Fig. 1e, f, *left*). 

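RNA-seq was done on 1 library per population. SGET ES cells carry a tdTomato reporter in *Etv2* and a GFP reporter in *Scl* (*Tal1* in the gene table), and the 4 populations, Etv2 int, Etv2 highScl-, Etv2 highScl int and Scl high cells, were sorted from day 4 EBs. The authors removed ribosomal RNA, aligned single reads to the mouse mm9 assembly with Tophat2, counted uniquely aligned unambiguous reads per gene with featureCounts 1.4.5, normalized for library size in edgeR and deposited RPKM values with 0.0001 added to each. Within a gene such values are whole multiples of what 1 read is worth, and for 14136 of 14590 genes (96.9%) the values of every library came out as whole reads at a relative tolerance of 2e-07. The reads recovered were 11217558 for Etv2 int, 5716638 for Etv2 highScl-, 7716657 for Etv2 highScl int and 3663995 for Scl high cells. From there, genes with an RPKM of at least 5 in either of the libraries compared were set side by side on log2(RPKM + 1), a scale that understates the change of low genes, and folds were taken as plain ratios of RPKM with an exact 95% binomial (Clopper-Pearson) interval from the recovered reads. These intervals cover counting error only. Gene lists of cell types and pathways were fixed in advance. Counts at 2-fold use the members with an RPKM of at least 5, and the median uses every member in the table and is placed among the medians of 10000 random lists of the same size matched on mean expression. With 1 library per population no difference has a replicate check, and no p-value is given. *Etv2* lies on chromosome 7 of NCBIM37 (mm9), from 31418635 to 31421308, and *Tal1* on chromosome 4, from 114729031 to 114744360.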

We subsequently performed RNA-seq analysis of the four populations. Out of genes that were upregulated at least fivefolds in Etv2-tdTomato^high^Scl-GFP^int^ cells compared to Etv2-tdTomato^int^ cells, 73 have been previously identified to be ETV2 targets that included almost all the important hemangiogenic genes^10^. 

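Genes of blood and endothelium were higher in Etv2 highScl int cells than in Etv2 int cells, and genes of the primitive streak were lower. All 16 hematopoietic genes compared were at least 2-fold higher, with a median log2 ratio of 3.23 that lay above all 10000 random lists. Among them, *Hbb-bh1*, an embryonic globin, had an RPKM of 58.9 against 0.317, a log2 ratio of 5.51 that rests on 1 read in Etv2 int cells, and *Myb*, a regulator of blood progenitors, had 18.4 against 0.254 (72.5-fold, 95% interval 37.9 to 160). Of 15 endothelial genes, 14 were at least 2-fold higher, with a median of 2.69. *Cdh5*, the cadherin of endothelial junctions, was 57.1-fold higher (32.4 to 111), *Erg*, an ETS factor of endothelium, 43.1-fold (20.5 to 108) and *Sox7* 21.0-fold (15.8 to 28.3). In the primitive streak and nascent mesoderm list, 11 of 13 genes were at least 2-fold lower, with a median of −1.60. *Tdgf1*, the Nodal coreceptor, went from 39.4 to 2.86 RPKM (log2 −3.39), *Mesp1*, an early mesoderm factor, from 33.3 to 4.20 (log2 −2.72) and *Mixl1* from 37.1 to 5.55 (log2 −2.54), while *Msgn1*, a presomitic mesoderm factor at 10.4 RPKM in Etv2 int cells, was listed at 0. The FLK1 and lateral plate list was lower too (median −0.88, 7 of 14 genes at least 2-fold), with *Foxf1* at 51.5 against 239.8 RPKM. So was the trophoblast list (−0.68, 2 of 4), which includes the streak gene *Eomes*. Both lists lay below all random lists. Stress and immediate early genes also differed between these libraries, 10 of 15 being at least 2-fold higher (median 1.09, above all random lists), among them the heat shock gene *Hspa1a* at 15.6 against 1.59 RPKM and the growth arrest gene *Gadd45g* at 107 against 19.0. Over all 9218 genes compared, 107 were at least 5-fold higher by RPKM (16 with a pseudocount of 5, and 248 with a minimum RPKM of 1) and 39 at least 5-fold lower, and the 107 include the 73 genes of Supplementary Data 1. The study chose those 73 on these 2 libraries, so their passing the 5-fold rule is not independent evidence.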

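In these libraries, 1 per population, *Etv2* RNA differed little between Etv2 int, Etv2 highScl- and Etv2 highScl int cells. The paper’s RT-qPCR of the same sorted populations found *Etv2* mRNA levels to follow the tdTomato reporter signal. The ETV2 targets differed by a large factor between Etv2 high cells without and with *Scl* reporter signal. *Etv2* had an RPKM of 54.5 in Etv2 int, 67.6 in Etv2 highScl- (1.24-fold, 95% interval 1.08 to 1.42) and 69.5 in Etv2 highScl int cells (1.28-fold, 1.13 to 1.44). Of the 73 ETV2 targets, 0 were at least 5-fold higher in Etv2 highScl- than in Etv2 int cells, 18 were at least 2-fold higher and 6 were lower by plain RPKM ratio with no minimum, with a median fold of 1.56. By the 2-fold rule used for lists, 6 of the 22 targets with an RPKM of at least 5 were higher. In Etv2 highScl int cells all 73 were at least 5-fold higher, with a median fold of 8.52, but the study picked the list on that comparison, so this count and median are fixed by that choice, and with a pseudocount of 5 the 5-fold count is 9. *Tal1*, the master regulator of blood specification, went from 5.48 RPKM in Etv2 int to 12.8 in Etv2 highScl- (2.33-fold, 1.95 to 2.79) and 82.5 in Etv2 highScl int cells (15.1-fold, 13.2 to 17.3). Etv2 high cells were split by the GFP reporter in *Tal1* itself, so the gate set the step from Etv2 highScl- to Etv2 highScl int cells. *Gata2*, a blood stem cell factor (chromosome 6, 88143885 to 88157024), had 5.93, 15.3 and 69.0 RPKM in the same order, and *Fli1*, an ETS factor of blood and vessels (chromosome 9, 32229793 to 32348974), had 2.69, 5.02 and 48.0. *Kdr*, which encodes FLK1, had 79.3, 108 and 176 RPKM. Etv2 highScl- cells stayed close to Etv2 int cells across 9033 genes, of which 19 were at least 2-fold higher and 10 at least 2-fold lower. Yet the hematopoietic (median log2 0.83, 3 of 4 genes at least 2-fold higher) and endothelial lists (0.33, 0 of 6) lay above all random lists. The primitive streak list (−0.44) lay below all of them, as did the trophoblast list (−0.39, 0 of 4 genes at least 2-fold lower). The paraxial (−0.27) and endoderm lists (−0.21) lay at the 0.07 and 0.04 percentiles of random lists. The largest single difference there was in *Lars2*, the mitochondrial leucyl-tRNA synthetase, at 9044 against 436 RPKM. The part of Supplementary Data 2 held here, 1997 of 3815 genes, gives other Etv2 int values for 1958 genes. With those values 25 of the 41 targets it holds were at least 5-fold higher in Etv2 highScl int cells. The *Etv2* ratios above use the deposited values only.

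**Figure D1:**
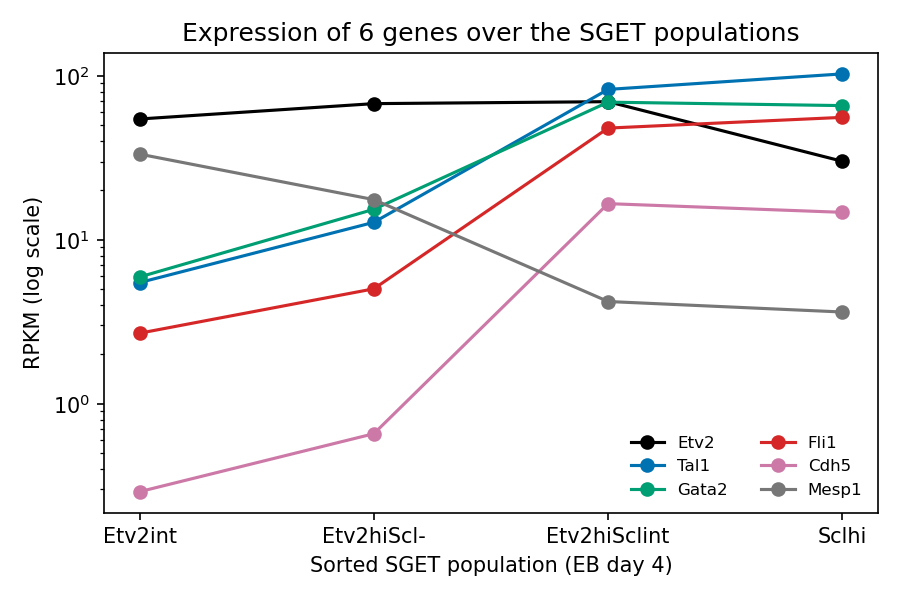
RPKM (log scale) of 6 genes in the 4 sorted SGET populations, 1 library each. *Etv2* runs from 54.5 to 69.5 and then 30.1 in Scl high cells. *Tal1*, whose GFP reporter set the *Scl* gates, runs from 5.48 to 103 and *Mesp1* from 33.3 down to 3.63.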

The expression of these 73 ETV2 target genes became fully activated predominantly in Etv2-tdTomato^high^Scl-GFP^+^ (Scl-GFP^int^ or Scl-GFP^high^) cells (Fig. 1f, *right*, and Supplementary Data 1), supporting the notion that the hemangiogenic program becomes activated after the *Etv2* threshold expression is achieved. Collectively, *Etv2* directly specifies the hemangiogenic fate in a threshold-dependent manner.

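In Scl high cells the ETV2 targets remained high while *Etv2* itself was lower. *Etv2* had an RPKM of 30.1, 0.552 times its Etv2 int level (95% interval 0.444 to 0.681). Of the 73 targets, 59 were at least 5-fold (21 with a pseudocount of 5) and 69 at least 2-fold above Etv2 int cells by plain ratio with no minimum (65 of 66 by the 2-fold rule used for lists), with a median fold of 8.76. The study chose the 73 on a comparison with this same Etv2 int library, which favours high ratios over it. Over Etv2 highScl- cells, a library not used in that choice and compared only after seeing the data, 41 of the 73 were at least 5-fold higher in Scl high cells (median log2 2.13). With the Etv2 int values of the supplement, 26 of the 41 targets held were at least 5-fold higher in Scl high cells, against 33 with the deposited ones. Of the 73, 42 reached their highest level of the 4 populations in Scl high and 31 in Etv2 highScl int cells. *Tal1* was 18.7-fold above Etv2 int cells (16.3 to 21.6), but Scl high cells were sorted for high GFP from its locus, so the gate set that difference. All 16 hematopoietic genes compared were at least 2-fold above Etv2 int cells (median log2 3.60), with *Gata1* at 70.5 against 0.588 RPKM (log2 5.49), *Gfi1b* at 53.1 (log2 5.36) and *Hbb-bh1* at 121. From Etv2 highScl int to Scl high cells the hematopoietic list was higher still (median log2 0.84, 6 of 16 genes at least 2-fold higher and 1 lower). The endothelial list was at −0.26 with 1 of 15 genes at least 2-fold lower. Between the same libraries the feeder fibroblast list was at −0.90 (3 of 4 genes at least 2-fold lower, below all random lists). Stress genes were at −0.42 (5 of 15 at least 2-fold lower, 0.1 percentile of random lists). Against Etv2 int cells, 12 of 13 primitive streak genes (median −1.98) and 11 of 14 FLK1 and lateral plate genes (−1.82) were at least 2-fold lower. Over all 9196 genes of this comparison, 863 were at least 2-fold lower and 297 higher in Scl high cells, the library with the fewest recovered reads. Genes of the paraxial list (−0.39, within the middle 95% of random lists) and of the cardiac list (0.13, 99.1 percentile) went both ways against Etv2 int cells. *Pdgfra* had 2.90 against 41.1 RPKM and *Cxcr4*, the chemokine receptor of migrating mesendoderm, 2.48 against 92.8. The feeder fibroblast list was also lower in Scl high than in Etv2 int cells (median −1.14), with the collagen gene *Col1a1* at 6.38 against 121 RPKM, as was the trophoblast list (−2.17, 4 of 4 genes at least 2-fold lower), while stress genes were higher (0.37, 5 of 13 at least 2-fold, above 99.99% of random lists). From the activation of these targets mainly in Scl-GFP+ cells, together with its reporter and induction experiments, the paper concludes that *Etv2* specifies the hemangiogenic fate in a threshold-dependent manner.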

### Developmental route to Etv2^high^ hemangiogenic progenitors

We next determined the developmental route generating Etv2-tdTomato^high^ hemangiogenic progenitor cells from pluripotent cells. As *T/Brachyury* expression is first detected in the primitive streak/mesendoderm and persists in early mesoderm and endoderm^18^, we established another ES cell line expressing GFP and tdTomato from the endogenous *T* and *Etv2* loci, respectively (TGET ES cells, Supplementary Fig. 2a). To track *Etv2* expression dynamics during differentiation, we utilized two additional mesoderm markers, the PDGF receptor α^19, 20^ and the VEGF receptor FLK1^21, 22^. While Etv2-tdTomato^int^ cells were observed in both FLK1^−^ and FLK1^+^ cells, Etv2-tdTomato^high^ cells were found predominantly within FLK1^+^ cells (Fig. 2a). Both FLK1^+^ and PDGFRα^+^ cells were found within T-GFP^+^ cells in early EBs, day 2.75, confirming their primitive streak origin (Fig. 2b, *left* and *middle*). At this stage, FLK1^+^ cells were simultaneously PDGFRα positive, (Fig. 2b, *right*). Moreover, PDGFRα single positive cells could generate FLK1^+^ cells and CD41^+^ hematopoietic cells when sorted and cultured on OP9 stromal cells (Supplementary Fig. 2b). Furthermore, when differentiating EBs were treated with the Erk map kinase inhibitor PD0325901 on D2.5, there was a block in FLK1^+^ cell generation from PDGFRα single positive cells (Fig. 2c). These results suggested that PDGFRα expression is a prerequisite for that of FLK1, despite the fact that PDGFRα^-^FLK1^−^, PDGFRα^+^FLK1^−^, and PDGFRα^+^FLK1^+^ cells were shown to be highly plastic and interchangeable^20^.

**Fig. 2:**
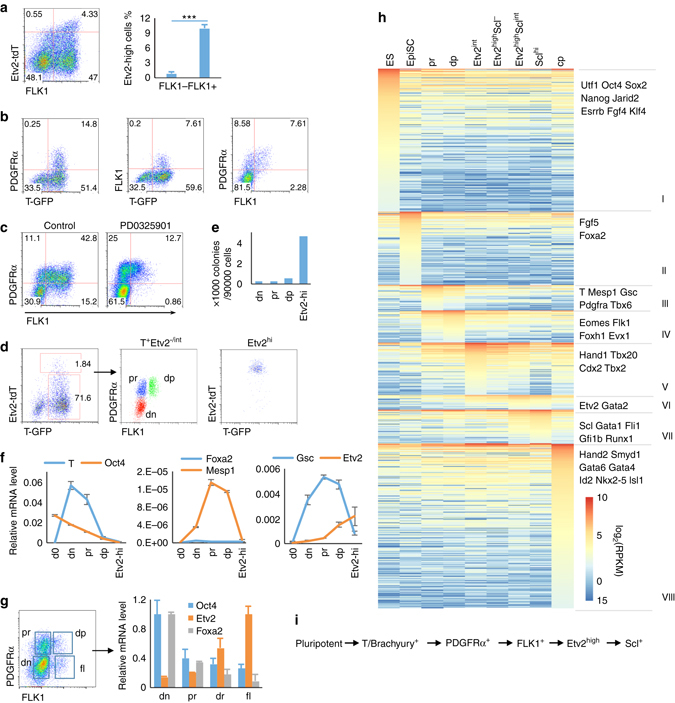
Developmental route of Etv2^hi^ hemangiogenic progenitors. **a** FACS plot of Etv2-tdTomato and FLK1 in D4 SGET EBs is shown on the *left*. The percentage of Etv2^high^ cells within FLK1-negative or -positive cells is shown on the *right*. ***P value <0.001 in Student’s *t* test, *n* = 3. *Error bars* are s.d. **b** Coexpression patterns of PDGFRα vs. T-GFP, FLK1 vs. T-GFP, and PDGFRα vs. FLK1, in D2.5 TGET EBs. **c** D3.5 SGET EBs treated with DMSO (control) or ERK inhibitor PD0325901 (2 μM) were analyzed for PDGFRα and FLK1 expression by flow cytometry. PD0325901 was added from D2.5 to 3.5. **d** FACS sorting scheme of various mesodermal cell populations from D3.5 TGET EB is shown. T-GFP^+^PDGFRα^-^FLK1^−^ (*dn*), T-GFP^+^PDGFRα^+^FLK1^−^ (*pr*), and PDGFRα^+^FLK1^+^ (*dp*). **e** Blast colony number obtained from various cell populations as sorted in **d** is shown. **f** Marker gene expression pattern in the sorted populations as in **d** is shown. D0 indicates undifferentiated ES cells. **g** Indicated populations were sorted from E7.5 embryos and analyzed for relative mRNA levels. **h** Comparative transcriptome analysis for indicated cell populations is shown. Three thousand eight hundred fifteen genes that are expressed in at least one sample and have a minimal RPKM change of 5-fold among the samples were chosen for comparison. *ES* undifferentiated mouse embryonic stem cells, *EpiSC* ES cell-derived epiblast stem cells, “pr” and “dp” were already described in **d**; Etv2^int^, Etv2^hi^Scl^−^, Etv2^hi^Scl^int^, and Scl^hi^ cells were described in Fig. 1e; “cp”, ES cell-derived cardiac progenitors^25^. The D6 endoderm sample is not shown in the plot, but is included in the differential expression analysis and Supplementary Data 2. **i** Schematic diagram shows a developmental route of ES cells to the Etv2-tdTomato^hi(gh)^/Scl-GFP^+^ hemangiogenic state

To better delineate the relationship between *T*, *Pdgfra*, *Flk1*, and *Etv2*, we sorted TGET EB cells into T-GFP^+^PDGFRα^−^FLK1^−^ (“dn”), T-GFP^+^PDGFRα^+^FLK1^−^ (PDGFRα single positive, “pr”), T-GFP^+^PDGFRα^+^FLK1^+^ (“dp”), and Etv2-tdTomato^high^ cells (“Etv2^hi^”) (Fig. 2d). As expected, BL-CFCs were enriched in Etv2-tdTomato^high^ cells (Fig. 2e). Analysis of marker gene expression by RT-qPCR indicated that the pluripotency gene *Oct4* and mesendodermal/endoderm marker gene *Foxa2* expression in “pr” cells was higher than in “dp” or “Etv2^hi^” cells. *Etv2* expression was low in “dn” and “pr” cells, elevated in “dp” cells, and achieving its highest expression in “Etv2^hi^” cells (Fig. 2f). Therefore, compared to “dp” cells, “pr” cells are more similar to “dn” cells, which might still represent the less differentiated mesendoderm stage. Analysis of marker gene expression in “dn”, “pr”, “dp”, and “fl” (FLK1 single positive cells, which are enriched for hemangiogenic lineage cells^23^) populations from E7.5 embryos further supported the interpretation that “pr” cells are less differentiated than “dp” cells (Fig. 2g, *right*).

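For this comparison 1 “pr” library (T-GFP+PDGFRα+FLK1-) and 1 “dp” library (PDGFRα+FLK1+) were made from day 3.5 EBs of TGET ES cells, which carry a GFP reporter in *T* and a tdTomato reporter in *Etv2*. They stand in the same deposited RPKM table as the SGET populations, made by the authors with the same aligner and counter, and were analysed in the same way. The “pr” library held 9191153 recovered reads and the “dp” library 8420056. Of 9104 genes with an RPKM of at least 5 in either, 117 were at least 2-fold higher in “dp” cells and 146 at least 2-fold higher in “pr” cells on log2(RPKM + 1) (212 and 250 with a minimum RPKM of 1), and Spearman’s rho between the libraries was 0.967 across these genes, which are not independent replicates. The published ES cell, EpiSC, endoderm and cardiac progenitor data were not used here. *T* lies on chromosome 17 of NCBIM37 from 8627288 to 8635361, *Mesp1* on chromosome 7 from 86937127 to 86938674, *Pdgfra* on chromosome 5 from 75548316 to 75594229 and *Kdr* on the same chromosome from 76328852 to 76374483.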

We next performed RNA-seq analysis of “pr” and “dp” cells, and compared the data to those published RNA-seq of undifferentiated ES cells, ES cell-derived epiblast stem cells (EpiSCs), endoderm and cardiac progenitors (Fig. 2h)^24–26^. We additionally included RNA-seq data from Etv2-tdTomato^int^, Etv2-tdTomato^high^Scl-GFP^−^, Etv2-tdTomato^high^Scl-GFP^int^, and Scl-GFP^high^ cell populations (described in Fig. 1e). Three thousand eight hundred fifteen genes were differentially expressed in the 10 samples (Fig. 2h and Supplementary Data 2). 

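Over the 6 wild-type libraries of this study, 883 of 9746 genes with an RPKM of at least 5 in some library differed at least 5-fold between a pair of libraries. The largest group, 293 genes, had its highest level in “pr” cells, as did *T* and *Fgf8*, the growth factor of the streak. Another 146 were highest in “dp” cells, as were *Kdr* and the T-box gene *Eomes*. Of the rest, 130 peaked in Etv2 int cells, as did the collagen gene *Col1a1*, 68 in Etv2 highScl-, 105 in Etv2 highScl int, as did *Cdh5* and *Sox7*, and 141 in Scl high cells, as did *Gata1* and *Hbb-bh1*. The 883 include 54 small RNA genes, which are shorter than most sequenced fragments. Without a minimum RPKM the count was 3319 and with a pseudocount of 5 it was 177. Genes named here as examples were chosen after their values were seen.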

ES cells highly expressed pluripotency-related genes like *Nanog*, *Oct4*, and *Sox2* (group I), and EpiSCs expressed high levels of mesendoderm/gastrulation-related genes like *Foxa2* and *Fgf5* (group II). 

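*T* (Brachyury), the classical primitive streak gene, was 6.13-fold lower in “dp” than in “pr” cells (95% interval 5.77 to 6.51), at 73.5 against 451 RPKM. The “pr” cells were sorted as T-GFP+. The paper’s text gives “dp” cells as T-GFP+ too, but its legend to Fig. 2d does not, so the gate may have contributed to the *T* difference. *Mesp2* was 3.54-fold lower (2.27 to 5.74) and *Tbx6*, a paraxial mesoderm factor, 2.04-fold (1.74 to 2.40). *Mesp1* at 331 against 444 RPKM and *Gsc*, an organizer gene, at 73.5 against 94.9 differed less, and *Pdgfra* had 91.2 in “dp” against 94.7 in “pr” cells. Of 16 primitive streak and nascent mesoderm genes, 5 were at least 2-fold lower in “dp” cells and the median log2 ratio was −0.39, among them *Fgf8* at 34.2 against 170 RPKM (log2 −2.28) and *Wnt3a* at 0.583 against 10.9 (log2 −2.91). Of 8 paraxial mesoderm genes, 5 were at least 2-fold lower (median −0.66), with *Msgn1* at 9.60 against 56.1. Hematopoietic genes ran the other way. *Etv2* was 2.86-fold higher in “dp” cells (2.36 to 3.48), at 44.5 against 15.6 RPKM. *Kdr* was 6.67-fold higher (6.30 to 7.06), at 193 against 28.9, but “dp” cells were sorted as FLK1+ and “pr” cells as FLK1-, so the gate on its product set that difference. Of 12 hematopoietic genes, 11 were at least 2-fold higher in “dp” cells (median 1.81), and in “pr” cells *Tal1* was at 0.869 RPKM, *Gata1* at 0.789 and *Hbb-bh1* at 1.80. The endothelial list had a median of 0.40 and the cardiac list 0.09, with the cardiac factor *Nkx2-5* at 0.719 RPKM in “pr” and 2.68 in “dp” cells. *Tal1* and *Nkx2-5* were chosen after their values were seen. The 73 ETV2 targets, a list the study chose on other libraries of this table, had a median of 0.65.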

While genes expressed in the primitive streak/early mesoderm, such as *T*, *Mesp1*, *Gsc*, *Pdgfra*, *Tbx6*, and *Mesp2*, were enriched in group III (“pr” cells), genes enriched in groups VI and VII (hemangiogenic progenitors) or group VIII (cardiac progenitors) still retained low expression in “pr” cells. Therefore, gene expression profiling further suggests that “pr” cells represent nascent/early mesoderm. 

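Pluripotency and endoderm genes were higher in “pr” than in “dp” cells. The pluripotency genes *Pou5f1* (141 against 51.3 RPKM) and *Nanog* (39.1 against 14.1) were both over 2-fold higher, and 4 of 6 genes of that list passed 2-fold. Of 6 endoderm genes, 5 were at least 2-fold higher in “pr” cells and the median log2 ratio of “dp” to “pr” was −1.02. Among them, *Cdh1*, the epithelial cadherin, had 20.4 against 2.58 RPKM. *Foxa2*, an endoderm and axial mesoderm factor, was at 3.61 against 0.524, below the minimum for the counts. *Fgf5*, an epiblast gene, had 17.4 against 3.12. Among secreted factors, the Nodal antagonist *Lefty1* (55.0 against 6.87) was higher in “pr” and *Bmp4* (34.4 against 89.0) in “dp” cells, as were the lateral plate genes *Hand2* (3.53 against 26.7) and *Tbx3* (33.0 against 115). The FLK1 and lateral plate list had a median of 0.64. Lists named for other cells moved as well, feeder fibroblast (−0.24) and trophoblast genes (−0.29) being higher in “pr” cells. They lay at the 0.18 and 0.12 percentiles of random lists, and stress genes (0.21, 99.25 percentile) were higher in “dp” cells. The trophoblast list includes the T-box gene *Eomes*, which mesoderm expresses, so it does not measure other cells alone. Medians of the Nodal (−0.08), BMP (0.02), VEGF (−0.01), WNT (−0.01), FGF (0.03) and Notch (0.02) lists stayed near 0. From the streak genes enriched in “pr” cells and the low level there of hemangiogenic and cardiac genes, the paper proposes that “pr” cells represent nascent or early mesoderm.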

Consistently, “pr” transcriptome was more similar to the proximal regions of the primitive streak of the E7.0 gastrulating embryo (Supplementary Fig. 2c), where nascent mesoderm emerges, than “dp” cells, while transcriptome of ES cell-derived endoderm was more similar to the distal regions, which form definitive endoderm^27^. To further validate our transcriptome analysis, we additionally compared our data with a published transcriptome profiling of multiple stages in ES cell differentiation, which included ES cells, T^+^FLK1^−^ cells (“mes”), FLK1^+^ cells (“hb”), CD41^−^Tie2^+^Kit^+^ hemogenic endothelial cells (“he”), and CD41^+^ hematopoietic progenitor cells (“hp”)^28^. The “mes” cells should contain both “dn” and “pr” populations, while the “hb” population should include all of the Etv2^−/int/hi^ cells in FLK1^+^ populations. Data analysis revealed that “pr”-enriched genes (group III) were also enriched in “mes” cells in this published data set, with 36 out of 80 achieving their highest expression at this stage (Supplementary Fig. 2d, *left*, and Supplementary Data 3). Similarly, the 97 “dp”-enriched genes (group IV) were also extensively expressed in “hb” cells, with 48 of them achieving their highest expression there (Supplementary Fig. 2d, *right*, and Supplementary Data 4). Strikingly, when only transcription-related genes were included^29^, “mes” transcriptome was closer to “EpiSCs” than “pr”, while the “hb” transcriptome fitted in right between “dp” and “Etv2^int^” samples (Supplementary Fig. 2e and Supplementary Data 5). Meanwhile, the “hp” and “he” transcriptome were closer to our Etv2-tdTomato^high^Scl-GFP^+^ sample (Supplementary Fig. 2e and Supplementary Data 5). From these analyses, we propose that hemangiogenic progenitors (ETV2^high^SCL^+^) develop from the pluripotent stage through the following developmental route: gastrulating mesendoderm (T-GFP^+^), nascent/early mesoderm (PDGFRα^+^), and lateral plate mesoderm (FLK1^+^) (Fig. 2i).

### CRISPR screening identifies *Etv2* upstream signals

Having defined the developmental route giving rise to Etv2^high^ hemangiogenic progenitor cells, we employed high-throughput loss-of-function screening utilizing the CRISPR/Cas9 system to identify upstream factors regulating generation of this population. We first established TGET ES cells stably expressing the Cas9 nuclease. Subsequently, we infected the cells with the GeCKO-v2 lenti-CRISPR virus library A, which contained 66,405 gRNAs against 20,608 mouse protein-coding genes and 1145 miRNAs^11^. We collected four samples from the library-infected cells (Fig. 3a, b): “lib”, 24 h post infection, “input”, 2 weeks post infection, “pr” and “Etv2^high^” cells sorted from “input”-derived EBs. 

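Each of the 4 screen samples is 1 library of gRNA counts. TGET ES cells with stable Cas9 took up the lentiviral gRNA library, and gRNAs were amplified from genomic DNA 24 h after infection (“lib”), after 2 weeks of ES-cell culture (“input”) and from PDGFRα+ (“pr”) and Etv2 high cells sorted on day 3.5 by the paper and day 4 by the sample labels. The authors deposited raw read counts per gRNA, made by the preprocessing of the cited protocol, for which the labels name Bowtie. Sequencing gave 14031245 counts on gRNAs of library A in “lib”, 11418054 in “input”, 13697633 in “pr” and 5597709 in Etv2 high cells. HiTSelect, which the paper used to rank genes, was not run here. Instead, counts were scaled to CPM over the total of library A, and the gene score was the median over its gRNAs of log2 of (CPM + 1) in the later over (CPM + 1) in the earlier sample. Only gRNAs with at least 30 counts in the earlier sample and genes with at least 2 such gRNAs were scored. Rank 1 is the most depleted gene, and gRNAs against olfactory and vomeronasal receptor genes, silent in ES cells and mesoderm, gave the spread with no effect on these cells. The gRNAs of a gene are not replicate cultures, so no p-value is given.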

The sample “lib” reflected the library complexity. 

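Almost every library A gRNA listed in the table had counts at the start. In “lib”, 17 of 63152 library A gRNAs had 0 counts (0.0269%, exact 95% binomial interval 0.0157 to 0.0431) and the median gRNA had 178 counts. The gRNAs target 20150 protein-coding genes and 1110 miRNAs in the table, where the paper gives 66405 gRNAs and 20608 protein-coding genes, and for gRNAs the table does not list nothing can be said. The share at 0 was 6.24% (6.05 to 6.43) in “input”, 8.19% (7.98 to 8.41) in “pr” and 8.39% (8.18 to 8.61) in Etv2 high cells, with median counts of 119, 114 and 44. The top 1% of gRNAs held 4.55% of counts in “lib” and 6.89%, 9.70% and 10.9% in the later samples. Of all genes, 1 had every gRNA at 0 in “lib” and 44 in “input”. The table also lists 53672 gRNAs of the companion library B, which took 0.105% of the counts in “lib” and 48.1% in “input”. These were left out of the gene scores.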

While gRNAs against genes essential for cell viability or pluripotency maintenance should have been depleted in “input”, gRNAs against genes required for Etv2-tdTomato^high^ cell generation but not for early mesoderm commitment should have been depleted specifically in “Etv2^high^” cells. We recovered and sequenced gRNAs from the four samples. The resulting gRNA counts and the ranks of individual genes were analyzed using HiTSelect, an analysis tool for pooled RNAi or CRISPR screening^30^ (Supplementary Data 6).

**Fig. 3:**
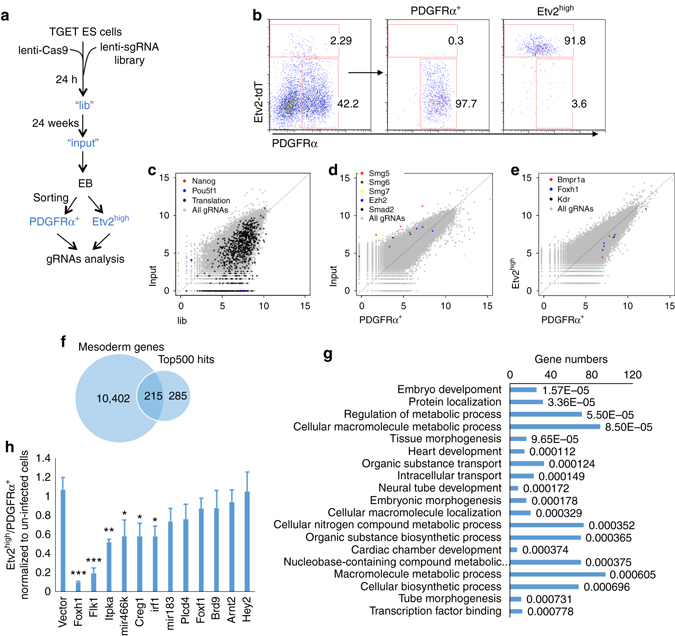
CRISPR screening identifies key *Etv2* upstream regulators. **a** Scheme for CRISPR screening. **b** FACS plot of the Etv2^high^ and PDGFRα^+^ cells from D3.5 TGET EB cells used for cell sorting after CRISPR library infection is shown. **c** Comparative reads analysis between TGET ES cells (24 h post infection, “lib”) and stabilized TGET ES cells (2 weeks selection post infection, “input”), which shows depletion of gRNAs against essential genes for pluripotency in stabilized TGET ES cells. **d** Comparative reads analysis between stabilized TGET ES cells (“input”) and PDGFRα^+^ cells, which shows depletion of gRNAs against essential genes for PDGFRα^+^ mesoderm differentiation. **e** Comparative reads analysis between PDGFRα^+^ and Etv2^high^ cells, which shows depletion of gRNAs against genes essential for Etv2^high^ cell generation. **f** Scheme for generation of the candidate gene list. Top 500 genes with depleted reads from PDGFRα^+^ to Etv2^high^ cells were compared to 10,402 genes expressed in mesoderm (with RPKM >1 in any of “pr”, “dp”, Etv2^int^, or Etv2^high^Scl^−^), which yielded 215 genes. **g** Functional annotation of selected candidate genes is shown. Numbers at the end of each bar shows the *P* value of gene enrichment in the corresponding ontology item. **h** Validation of chosen candidate genes. The ratio of PDGFRα^+^ to Etv2^high^ cells by a candidate sgRNA depletion was normalized to that of empty vector. Refer to Supplementary Fig. 3b, c for more details. *P value <0.05 in Student’s *t* test, **P < 0.01, ***P < 0.001, and *n* = 3. *Error bars* are s.d

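Over 2 weeks of culture, gRNAs against the core machinery of the cell were depleted and gRNAs against receptor genes were not. Of 34 DNA replication genes scored, 12 were among the 1000 lowest of 20505 scores, where 1.66 would fall by chance, with a median score of −1.45. They include *Rfc5* (−3.18), a clamp loader subunit, and *Pcna* (−3.08), the replication clamp. Of 26 genes of RNA polymerase II and general transcription, 9 were among the 1000 lowest (median −1.32), such as *Gtf2b* (−3.07) and *Polr2a* (−2.74), which encodes the largest subunit. mRNA splicing had 14 of 29 (median −1.66), led by *Sf3b2* at −3.61. Cytosolic translation factors had 17 of 29 (−1.97), with *Eif2b2* at −3.89 and *Eif3i* at −3.73, and cytosolic ribosomal proteins 52 of 81 (−2.13), led by *Rpl4* at −3.77. The proteasome had 17 of 29 (−1.86), with *Psmb2* at −3.09. All 6 list medians lay below every one of 10000 random lists matched on gRNA number and starting count. The lowest score of all was that of *Dbr1*, the lariat debranching enzyme, at −4.34. Of 1322 olfactory and vomeronasal receptor genes, 5 were among the 1000 lowest (0.5%, exact interval 0.163 to 1.16%, against 6.45% of scored genes), and their median score was 0.06. Genes with an RPKM over 1 in the mesoderm libraries made up 90.1% of the 1000 lowest and 57.5% of scored genes.

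**Figure D2:**
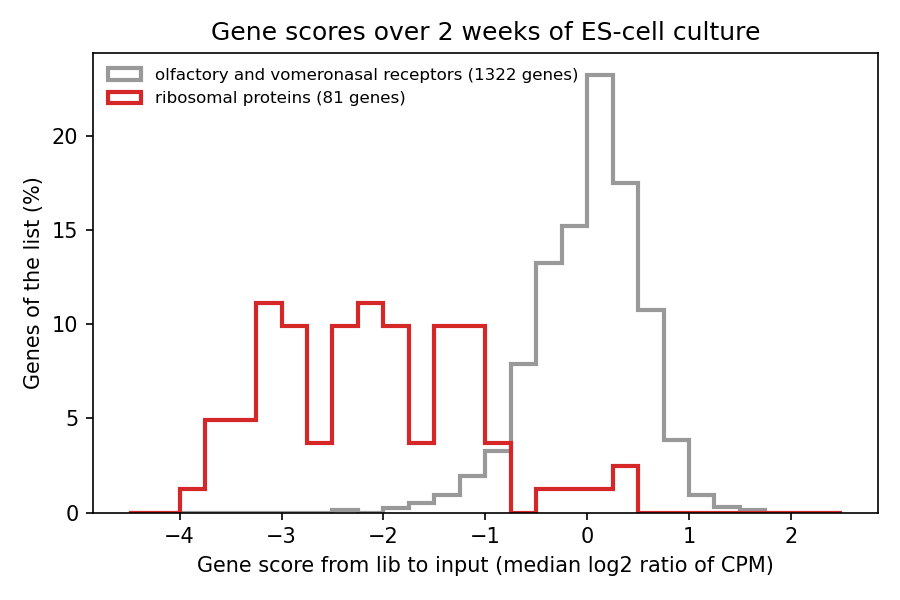
Share of genes (%) by gene score (median log2 ratio of CPM from “lib” to “input”) for 81 ribosomal protein genes and 1322 olfactory and vomeronasal receptor genes. Ribosomal protein genes centre on −2.13 and receptor genes on 0.06.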

As expected, the top 1000 genes that were depleted in their gRNAs from “lib” to “input” were enriched for those involved in essential cell activities, such as DNA replication, transcription, mRNA splicing, and translation (Supplementary Fig. 3a). These also included the critical pluripotency-related genes such as *Oct4* and *Nanog* (Fig. 3c and Supplementary Data 7). 

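Both *Oct4* (*Pou5f1*) and *Nanog* lost gRNAs from “lib” to “input”. *Oct4*, on chromosome 17 of NCBIM37 from 35642982 to 35647721, had a score of −4.03 and ranked 2 of 20505 genes. A pair of its gRNAs went from 249 and 185 counts to 0, and the third began with only 2 counts. *Nanog*, on chromosome 6 from 122657507 to 122664651, scored −1.87 and ranked 853, with gRNAs going from 204 to 37, 113 to 0 and 406 to 170 counts. *Sox2*, their partner in the pluripotency network, scored −1.04 and ranked 2813 on its 2 usable gRNAs. The pluripotency list as a whole had 2 of 15 genes among the 1000 lowest and a median of −0.34, above 23.4% of random lists. Among signalling lists, FGF and ERK genes had the lowest median (−0.60), and 4 of 15 were among the 1000 lowest, including the receptor *Fgfr1* (−2.08) and the adaptor *Grb2* (−2.02). The medians of that list and of Nodal (−0.06), BMP (−0.35), VEGF (−0.45), WNT (−0.30) and Notch genes (−0.10) all lay within the middle 95% of random lists. *Mdm4*, an inhibitor of p53, scored −3.18, while the growth restraint and p53 list had a median of −0.12.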

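The nonsense-mediated decay factors *Smg5* and *Smg6*, which bind phosphorylated UPF1 and trigger decay of the transcript, both lost gRNAs from “input” to “pr”. *Smg5*, on chromosome 3 of NCBIM37 from 88140182 to 88166259, had the lowest score of 18358 genes, −3.73, and its 3 gRNAs went from 2473 to 182, from 380 to 29 and from 173 to 3 counts. *Smg6* ranked 38 (−1.80), its gRNAs going from 217 to 63 and from 58 to 11. No olfactory or vomeronasal receptor gene scored as low as *Smg5* or *Smg6*, the lowest being *Olfr813* at −1.79. The nonsense-mediated decay list had a median of −0.96 over 8 genes, below all 10000 random lists. *Ezh2*, on chromosome 6 from 47480273 to 47545340, scored −1.14 and ranked 715, a level that 27 receptor genes also reached, and it left the 1000 lowest with the mean of its gRNAs (rank 2458). With the gRNAs of library B taken in, *Ezh2* ranked 4131 (−0.93) under a joint scaling, in which library B as a whole went from 48.1 to 16.9% of counts. With each library scaled over its own total, an alternative chosen after seeing the data, *Ezh2* ranked 177 (−1.59) and *Smg6* 2 (−2.84). In this step log2 ratios of gRNA pairs of the same gene correlated at only 0.0522. A pair of its gRNAs went down, from 307 to 113 and from 353 to 184 counts, and the other went from 248 to 420. The PRC2 list had a median of −0.01, with *Eed* at −0.70. In the earlier step, from “lib” to “input”, gRNAs of both lists had been slightly enriched (medians 0.36 and 0.30), and *Smg5* scored 2.03 there, a value picked after it was seen. Other low scores from “input” to “pr” were those of *Pknox1*, a TALE homeobox factor (−2.89), and *Tra2b*, a splicing regulator (−2.53).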

From “input” to “pr”, top ranked genes with depleted gRNAs included the lysine methyltransferase *Ezh2* of the polycomb group complex PRC2, and components of the nonsense-mediated mRNA decay pathway genes including *Smg5*, *Smg6*, and *Smg7* (Fig. 3d and Supplementary Data 8), which are required for early embryo development and ES cell differentiation^31^. *Smad2* ^32^, one of the transcription factors mediating TGFβ signaling to induce early mesoderm and endoderm commitment, also ranked high in the list.

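gRNAs against *Smad2*, which carries Nodal and activin signals, were depleted in “pr” cells. *Smad2*, on chromosome 18 of NCBIM37 from 76401234 to 76465385, scored −2.05 and ranked 16 of 18358. Its rank was 117 with a minimum count of 10, 92 by the second lowest gRNA, 116 with all gRNAs of the table and 220 (−1.52) when each library was then scaled over its own total, chosen after seeing the data. Its gRNAs went from 132 to 15 and from 181 to 67 counts, and the third, which began below the minimum at 23 counts, went to 0. *Foxh1*, the SMAD2 cofactor, scored −1.29 and ranked 413, with gRNAs going from 463 to 416, 407 to 171 and 366 to 172 counts, a score that 15 receptor genes reached. *Gsc*, a Nodal target, scored −1.01 and ranked 1162, as low as 39 receptor genes. *Smad2* and *Foxh1* were the 2 of 16 Nodal genes among the 1000 lowest, and the list median of −0.38 lay within the middle 95% of random lists, above 17.2% of them. BMP genes had a median of 0.03 and WNT genes 0.04, though *Ctnnb1*, which encodes β-catenin, scored −1.15. Among FGF and ERK genes, *Sos1* (−1.42) was low while the list median was −0.12. *Nf1*, which restrains RAS, scored −1.66. Receptor genes made up 3.5% (exact interval 2.45 to 4.83%) of the 1000 lowest and 6.92% of scored genes.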

High-ranking genes that were depleted in their gRNAs in Etv2^high^ cells compared to “pr” cells included the bone morphogenetic protein receptor *Bmpr1a*, which is essential for the generation of FLK1 and Scl-positive cells^33, 34^, the VEGF receptor *Flk1* (Kdr), which is critical for hematopoietic and endothelial cell development^35^, and the transcription factor *Foxh1*, which has been reported to be a cofactor for Smad2/3^36, 37^ (Fig. 3e and Supplementary Data 9). 

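gRNAs against *Bmpr1a*, *Flk1* (*Kdr*) and *Foxh1* were each less abundant in Etv2 high than in “pr” cells, by all 3 of their gRNAs. *Kdr* scored −1.27 and ranked 236 of 17496 genes, its gRNAs going from 28.6 to 12.5, from 393 to 162 and from 11.2 to 3.57 CPM. *Bmpr1a*, on chromosome 14 of NCBIM37 from 35223920 to 35316527, scored −1.12 and ranked 392, with gRNAs going from 10.8 to 1.79, 19.6 to 13.4 and 26.4 to 11.6 CPM. *Foxh1*, on chromosome 15 from 76498714 to 76500378, scored −0.95 and ranked 730, with 30.4 to 15.2, 12.5 to 6.97 and 12.6 to 5.18 CPM. The lowest score was that of *Brd9*, a bromodomain subunit of a SWI/SNF complex (chromosome 13, 74075286 to 74098342), at −2.55. A pair of its gRNAs went from 32.0 to 4.64 and from 10.1 to 0.893 CPM, and the other, at the minimum count, from 2.19 to 2.86. The miRNA *mmu-mir-183* (−2.15), *Ctage5* (−2.12) and *Anapc5*, a subunit of the anaphase promoting complex (−2.09), followed, as did *Plcd4* (−2.07). In the earlier step, from “input” to “pr”, *Brd9* had scored 1.08 (rank 18286 of 18358) and *Bmpr1a* 0.30, but *Kdr* −0.49 and *Foxh1* −1.29. A chance high count in “pr” would raise that earlier score and lower the later one. In the step to Etv2 high cells the gene scores stood little apart from the receptor genes. Those made up 6.6% (exact interval 4.59 to 9.14%) of the 500 lowest and 7.15% of scored genes. Scores as low as that of *Kdr* were reached by 17 receptor genes, as low as *Bmpr1a* by 24 and as low as *Foxh1* by 42. With the gRNAs of library B taken in and each library scaled over its own total, an alternative chosen after seeing the data, *Kdr* scored −1.35 (rank 881), *Brd9* −0.91 (1988), *Foxh1* −0.86 (2241) and *Bmpr1a* −0.51 (4941). Library B is a coarse measure here, with a median of 1 count per gRNA in Etv2 high cells and 43.9% of its gRNAs at 0. Log2 ratios of gRNA pairs of the same gene correlated at 0.00235 across 37320 pairs, against 0.221 from “lib” to “input” and 0.0522 from “input” to “pr”.

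**Figure D3:**
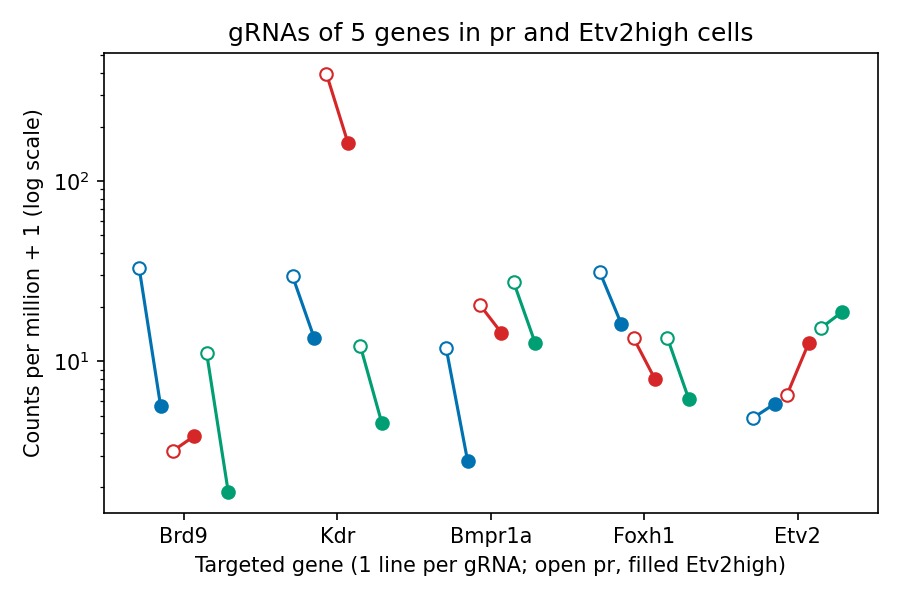
CPM + 1 (log scale) of each library A gRNA against 5 genes in “pr” (open) and Etv2 high cells (filled), 1 library each. All 3 gRNAs of *Kdr*, *Bmpr1a* and *Foxh1* are lower in Etv2 high cells and all 3 of *Etv2* are higher.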

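Of the 500 genes with the lowest scores from “pr” to Etv2 high cells, 274 had an RPKM over 1 in “pr”, “dp”, Etv2 int or Etv2 highScl- cells, as did 12440 genes in all. With microRNA genes left out, the share over 1 was 54.9% of scored genes and 58.8% of the 500 lowest. *Foxh1* (highest RPKM 337), *Kdr* (193), *Bmpr1a* (54.4), *Irf1*, an interferon response factor (43.1), and *Brd9* (28.7) were among the expressed genes, and *Itpka*, an inositol phosphate kinase, at 0.223 was not. All 215 genes of Supplementary Data 10 had an RPKM over 1, and 192 one over 5. Of these, 205 could be scored and 74 were among the 500 lowest, where 5.86 would fall by chance, with a median score of −0.94 and a median rank of 772. The study chose the 215 on these libraries, so their low scores are not independent evidence. Their median from “input” to “pr” was 0.03, above all random lists, and from “lib” to “input” −0.15. The “pr” counts enter both later steps, so choosing genes for depletion after “pr” favours high scores from “input” to “pr”. How much of the 0.03 comes from that choice was not tested.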

By selecting genes highly expressed in mesoderm (“dn”, “pr”, or “dp” cells), we narrowed down 500 hits to 215 genes, which were enriched for development-related genes (Supplementary Data 10 and Fig. 3f, g). From this 215 gene list, which also included miRNAs, we chose 10 genes for further validation. 

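The 12 genes tested singly in Fig. 3h spread widely over the scores. *Creg1*, a secreted glycoprotein of cell growth control, ranked 34 (−1.74), with gRNAs going from 509 to 56 and from 189 to 20 counts, and the miRNA *mmu-mir-466k* ranked 101 (−1.49). *Itpka* (−1.13), *Irf1* (−1.03), *Arnt2*, a bHLH-PAS factor (−1.02), and *Foxf1* (−0.87) ranked 389, 561, 582 and 985. *Plcd4*, a phospholipase C, ranked 5 on a pair of gRNAs that went from 122 to 6 and from 55 to 2 counts, and its highest RPKM in the mesoderm libraries was 0.357. *Hey2*, a Notch-responsive repressor, had an RPKM of up to 14.1 there and scored −1.14, rank 366, but its gRNAs moved apart, from 4.89 to 0, from 35.0 to 15.4 and from 5.04 to 9.47 CPM. Together with *Bmpr1a*, 9 of these 13 genes were among the 500 lowest (2 with the sparse gRNAs of library B taken in and each library scaled over its own total, an alternative chosen after seeing the data). The Notch list had a median of 0.02. In the earlier step, from “input” to “pr”, *Creg1* (0.86), *Hey2* (0.67), *Arnt2* (0.62), *Itpka* (0.41), *Plcd4* (0.19) and *mmu-mir-466k* (0.07) had positive scores. Those of *Foxf1* (−0.34), *mmu-mir-183* (−0.04) and *Irf1* (−0.01) were negative.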

We also included Hey2^38^, which functions potentially in early embryonic hemangiogenesis but not ranking high in the screening, and Plcd4, which ranked high in screening but without enriched expression in mesoderm. Out of these, gRNAs for 6 of the 12 genes significantly reduced the ratio of Etv2-tdTomato^high^ cells to “pr” cells (Fig. 3h and Supplementary Fig. 3b, c). gRNAs against *Flk1* and *Foxh1* exhibited the most significant reduction in Etv2^high^ cell generation.

### *Foxh1* is required for FLK1^+^ mesoderm generation

*Foxh1* deficiency leads to early embryonic lethality due to abnormal patterning in gastrulation^36, 37^. Therefore, its direct role in hemangiogenesis has not been revealed. *Foxh1* expression increased gradually during EB development, peaking in “dp” cells (Fig. 4a). Similarly, *Foxh1* expression was higher in “dp” cells compared to “dn” or “pr” cells in E7.5 embryos (Fig. 4b). To investigate the role of *Foxh1* in the Etv2^high^ cell generation, we generated *Foxh1* knockout TGET and SGET ES cells by utilizing the CRISPR/Cas9 system (Δ*Foxh1* TGET/Δ*Foxh1* SGET ES cells). *Foxh1* deficiency severely blocked Etv2-tdTomato and FLK1 expression, while T-GFP^+^ and “pr” cells were still produced, although at somewhat reduced levels (Fig. 4c). Since “pr” cells still developed from Δ*Foxh1* TGET ES cells, we determined if *Foxh1* deficiency leading to Etv2^high^ cell generation defect was at the level of FLK1^+^ mesoderm formation from “pr”. We established a DOX-inducible *Foxh1* expression system using Δ*Foxh1* ES cells (iFoxh1-ΔFoxh1 ES cells), which expresses exogenous *Foxh1* in a DOX-inducible manner in the context of endogenous *Foxh1* deficiency (Supplementary Fig. 4a). First, exogenous *Foxh1* expression in Δ*Foxh1* EBs could rescue FLK1^+^ mesoderm (Supplementary Fig. 4b). We next sorted “pr” cells from D3 Foxh1-rescued Δ*Foxh1* EBs and further cultured them on OP9 cells. While FLK1^+^ cells were robustly generated in the presence of DOX, very few FLK1^+^ cells were generated without DOX (Fig. 4d, *middle*, results summarized in Fig. 4e). This suggests that *Foxh1* is essential for directly generating FLK1^+^ mesoderm from “pr” cells. Moreover, while still able to produce “pr” cells, “dn” cells could not generate FLK1^+^ cells without DOX. Importantly, almost all “dp” cells even reverted back to “pr” or “dn” stages without DOX, suggesting that *Foxh1* is also required for maintaining the “dp” state. Intriguingly, *Foxh1* overexpression in the context of wild-type background inhibited FLK1^+^ cell generation (Supplementary Fig. 4c), although this was in line with previous studies in zebrafish^39^. Collectively, these studies suggest a dosage-sensitive *Foxh1* requirement in FLK1^+^ mesoderm generation.

**Fig. 4:**
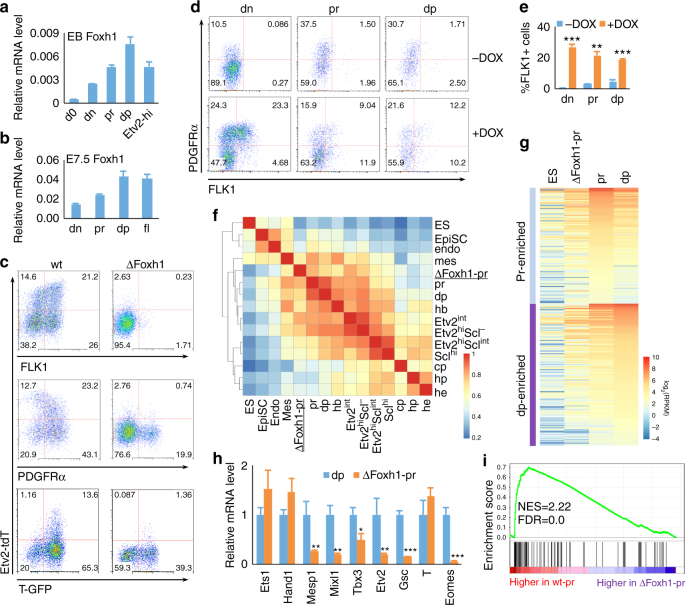
Foxh1 is required for FLK1^+^ mesoderm generation. **a** Relative mRNA levels of *Foxh1* in indicated cell populations sorted from D4 EBs are shown. **b** Relative mRNA levels of *Foxh1* in indicated cell populations sorted from E7.5 embryos are shown. **c** FACS analysis of D4 wild type (*wt*) and *ΔFoxh1* EB cells is shown. (*Top* and *middle*, SGET cells; *bottom*, TGET cells). **d** *iFoxh1-ΔFoxh1* cells were differentiated with 500 ng/mL DOX, “dn”, “pr” and “dp” cells were sorted on D3, and re-seeded onto OP9 cells with or without 500 ng/mL of DOX. Cells were analyzed 24 h later by flow cytometry. The results are summarized in **e**. **f** Spearman correlation map of RNA-seq data of transcription-related factors from indicated populations. **g** Comparison of RNA-seq results of “pr-” or “dp”-enriched genes in *ΔFoxh1* “pr”, wt “pr”, “dp”, and undifferentiated ES cells is shown. **h** Expression of key transcription factors with highest expression in “dp” (identified in Fig. 2g) was validated by qRT-PCR using *ΔFoxh1* “pr” and wt “dp” cells. **i** GSEA analysis of T-related genes^41^ for downregulation in *ΔFoxh1*-pr vs. wt-pr cells. Only genes related to *T* with correlation scores >0.2 were chosen for GSEA analysis. *NES* normalized enrichment score, *FDR* false discovery rate. *P value <0.05 in Student’s *t* test, **P < 0.01, ***P < 0.001, and *n* = 3. *Error bars* are s.d

To further understand how *Foxh1* regulates FLK1^+^ mesoderm generation, we compared transcriptome of *Foxh1*-deficient “pr” cells to those of wild-type mesoderm intermediates (“dn”, “pr”, or “dp”) (Fig. 4f and Supplementary Datas 11, 12). 

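The Δ*Foxh1* “pr” population is 1 RNA-seq library of 5208483 recovered reads in the same deposited RPKM table. The sample labels place it at day 5 of EB culture and the wild-type “pr” and “dp” libraries at day 3.5. The paper’s text gives no day for the Δ*Foxh1* sample, so genotype and day cannot be told apart in any comparison with it. *Foxh1*, the targeted gene, had an RPKM of 64.5 in Δ*Foxh1* “pr” cells, 277 in wild-type “pr” (4.29-fold more, 95% interval 3.85 to 4.80) and 331 in “dp” cells. In the SGET populations it was 337 in Etv2 int, 272 in Etv2 highScl-, 186 in Etv2 highScl int and 180.3 in Scl high cells. The knockout was made with CRISPR/Cas9, which leaves small insertions or deletions that need not lower the transcript, so its level does not check the label. Of 9403 genes compared with wild-type “pr” cells, 405 were at least 2-fold higher and 299 at least 2-fold lower in Δ*Foxh1* “pr” cells, and of 9476 compared with “dp” cells, 499 and 390. Wild-type “dn” cells were not analysed here.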

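Across the 392 transcription-related genes of Supplementary Data 12, Spearman’s rho of Δ*Foxh1* “pr” cells was 0.787 with wild-type “pr”, 0.781 with Etv2 int, 0.740 with Etv2 highScl-, 0.718 with “dp”, 0.623 with Etv2 highScl int and 0.540 with Scl high cells. Between wild-type “pr” and “dp” cells it was 0.929, between “dp” and Etv2 int cells 0.877 and between Etv2 int and Etv2 highScl- cells 0.979. These correlations run across genes, which are not independent replicates. The Etv2 int values used differ from those of Supplementary Data 12 for 389 of the 392 genes. Their ratios ran from 0.511 to 3.89 (5th to 95th percentile), with a Spearman’s rho of 0.958 between the columns. The other libraries differ from that supplement only by a nearly constant factor, which leaves ranks unchanged. Genes that set the Δ*Foxh1* library apart included *Eomes*, at 2.36 RPKM, and the homeobox gene *Otx2* (0.616 against 58.6 in wild-type “pr”), and in the other direction *Cdx2*, a regulator of posterior identity, at 296 against 31.8. Among genes of the list with an RPKM of at least 5, rho was 0.509 with “pr” and 0.445 with “dp”. Across all 10004 genes with an RPKM of at least 5 in some library it was 0.922 and 0.907.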

Overall, the gene expression pattern of Δ*Foxh1* “pr” cells was close to other mesoderm samples. Most of the nascent/early mesoderm genes enriched in “pr” cells were already upregulated in Δ*Foxh1* “pr” cells, but at a reduced level compared to wild-type “pr” cells (Fig. 4g, Supplementary Fig. 4d, *top*, and Supplementary Data 11). In particular, most of the genes enriched in “dp” cells were more prominently reduced in Δ*Foxh1* “pr” cells compared to wild-type “dp” cells (Supplementary Fig. 4d, *bottom*, and Supplementary Data 11). 

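Most genes of the “pr”-enriched set were lower in Δ*Foxh1* than in wild-type “pr” cells. Of the 131 genes of group III, 107 were lower (81.7%, exact 95% interval 74.0 to 87.9%), 56 at least 2-fold, and 4 were at least 2-fold higher, with a median log2 ratio of −0.83. *T* was 4.82-fold lower (4.50 to 5.17), at 93.4 RPKM, *Mesp1* 6.90-fold lower at 64.4, and *Sp5*, a WNT target, had 34.5 against 169. *Snai1*, which drives epithelial-mesenchymal transition, had 17.0 against 49.6. Apart from *T*, *Mesp1* and *Pdgfra*, the members named here were chosen after their values were seen. Other members kept or exceeded their level. *Pdgfra* had 86.1 RPKM, *Tbx6* 29.2, the WNT effector *Lef1* 69.4 against 61.7, *Msgn1* 74.3 against 56.1 and *Cdx1* 20.4 against 7.20. The study picked group III for high values in these wild-type libraries, which alone favours lower values elsewhere, so the count is not independent evidence. Its interval runs across genes, which are not independent replicates, and gives no uncertainty of the knockout effect. In Etv2 int cells of day 4, 87 of the 131 genes were at least 2-fold lower than in “pr” cells, including 49 of the 56.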

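Most genes of the “dp”-enriched set were lower in Δ*Foxh1* “pr” than in wild-type “dp” cells. Of the 160 genes of group IV, 143 were lower than in wild-type “dp” cells (89.4%, exact 95% interval 83.5 to 93.7%). Of these 92 were at least 2-fold lower, and 1 gene was at least 2-fold higher. The median log2 ratio was −1.20 (95% interval −1.40 to −0.99). Both intervals run across genes, which are not independent replicates, and give no uncertainty of the knockout effect. *Lmo1*, a LIM-only cofactor, had 1.60 against 73.1 RPKM, *Six2*, a homeobox factor, 1.83 against 45.6, and *Evx1*, a streak homeobox gene, 38.6 against 89.7. *Hes1*, a Notch target, had 69.5 against 139 and *Msx1*, a BMP target, 43.8 against 63.5, all 5 being chosen after their values were seen. Compared with wild-type “pr” cells, 126 of the 160 were lower (median −0.66). Of the 133 with an RPKM of at least 5 in either library, 48 were at least 2-fold lower. *Foxh1*, the targeted gene, is itself 1 of the 160 and was at least 2-fold lower in both comparisons. Group IV too was picked on these wild-type libraries, “dp” cells were sorted for FLK1 where “pr” cells were not, and 67 of its genes were at least 2-fold lower in day 4 Etv2 int than in “dp” cells, including 53 of the 92.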

Among the transcription factors that were extensively expressed in “dp” cells, *Mixl1*, *Eomes*, *Tbx3*, *Gsc*, and *Mesp1* expression was significantly reduced in ΔFoxh1 “pr” cells compared to wild-type “dp” cells (Fig. 4h). Therefore, not just the surface marker FLK1, but the specific transcriptional program in FLK1^+^ mesoderm, was blocked by the *Foxh1* deficiency. 

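*Kdr* was lower in Δ*Foxh1* than in wild-type “pr” cells, and Hox genes were higher. *Kdr* had an RPKM of 9.92, 2.91-fold below wild-type “pr” (95% interval 2.55 to 3.34) and 19.4-fold below “dp” cells (17.1 to 22.1). As “dp” cells were sorted as FLK1+ and “pr” cells as FLK1-, a gap to “dp” cells follows from the gate in any genotype, and it was 6.67-fold in wild-type “pr” cells. *Eomes*, a T-box factor of the streak (chromosome 9 of NCBIM37, 118387330 to 118395250), was 152-fold below “dp” cells (112 to 212), *Gsc* 26.9-fold (16.2 to 48.3), *Mixl1* 22.6-fold (18.7 to 27.6), *Tbx3* 6.24-fold (5.66 to 6.90) and *Mesp1* 5.14-fold (4.58 to 5.78). Against “dp” cells, 7 of 14 genes of the FLK1 and lateral plate list (median log2 −1.29) and 11 of 12 hematopoietic genes (−2.07) were at least 2-fold lower, *Etv2* was at 8.37 RPKM and *Gata1* was listed at 0. Against wild-type “pr” cells, the FLK1 and lateral plate list (median −0.68) had 6 of 14 genes at least 2-fold lower and 3 at least 2-fold higher. In the same comparison 13 of 16 primitive streak genes were at least 2-fold lower (median −2.51, against −3.11 and 16 of 16 in wild-type Etv2 int cells of day 4), as were 8 of 15 Nodal and SMAD2 genes (−1.81), with *Tdgf1* at 1.44 against 499.5 RPKM, *Lefty2* at 0.435 against 203 and *Nodal* at 0.409 against 25.1. *Foxh1*, the targeted gene, belongs to the Nodal and SMAD2 list and is counted there. The endoderm list was at −0.96, trophoblast (which includes *Eomes*) −0.55, hematopoietic −0.23, pluripotency −0.12, FGF and ERK −0.03 and ETS −0.01. Higher lists were led by Hox, in which all 24 genes compared passed 2-fold (median 3.09), *Hoxb9* (chromosome 11, 96132771 to 96137909) being at 57.6 against 0.284 RPKM. Paraxial mesoderm was at 0.44 and, against “dp” cells, 1.74, with *Aldh1a2*, which makes retinoic acid, at 82.2 against 6.34 in “pr” cells. BMP (0.28), cardiac (0.23), Notch (0.16), neural (0.11), WNT (0.09) and VEGF genes (0.07) differed less. Stress genes were higher (median 0.56, 6 of 15 genes at least 2-fold, above 99.99% of random lists), and 3 of 6 feeder fibroblast genes passed 2-fold, among them *Col3a1* at 16.4 against 0.493, though that list’s median of 0.13 lay within the middle 95% of random lists. From the reduced “dp” genes and its RT-qPCR of these transcription factors, the paper concludes that *Foxh1* deficiency blocked both FLK1 and the transcriptional program of FLK1+ mesoderm.

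**Figure D4:**
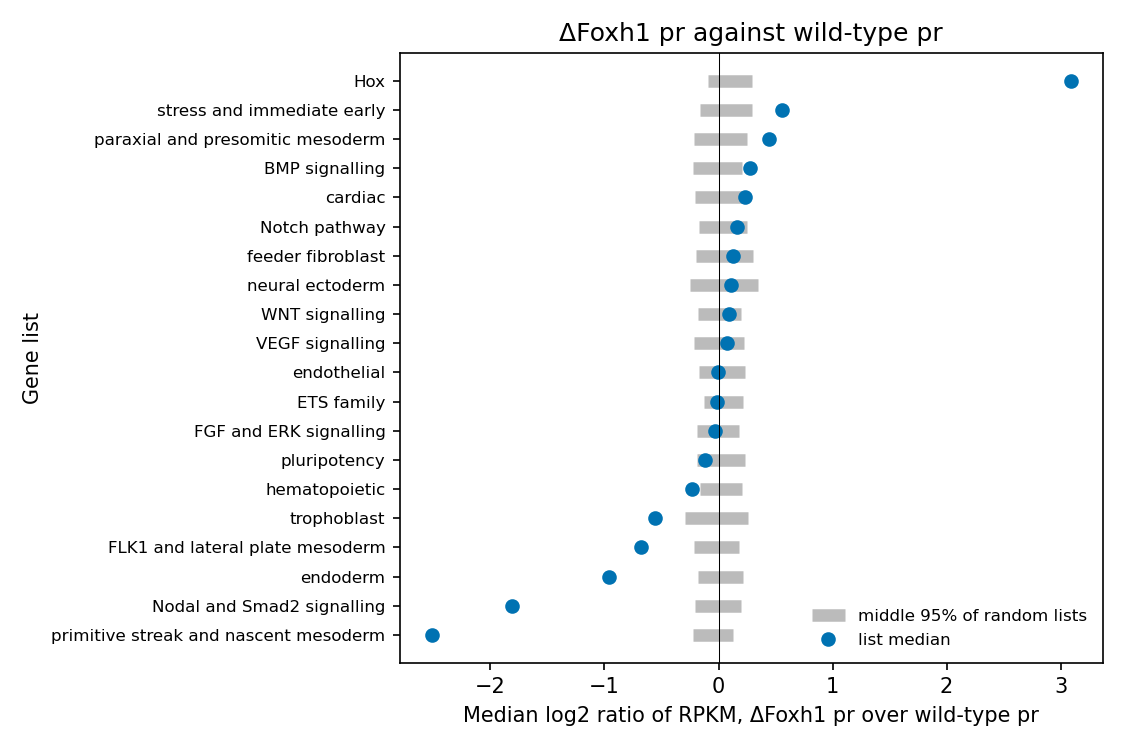
Median log2 ratio of RPKM + 1, Δ*Foxh1* over wild-type “pr” cells (1 library each), for 20 gene lists (points), with the middle 95% of 10000 random lists matched on mean expression (bars). Hox lies at 3.09 and primitive streak at −2.51, both far outside the bars.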

Consistent with *Foxh1*’s role in gastrulation, gene set enrichment analysis (GSEA)^40^ of genes downregulated in Δ*Foxh1* “pr” cells showed significant enrichment of genes that correlate to *T* expression in the early gastrulating embryo^41^ (Fig. 4i and Supplementary Fig. 4e). These findings reinforce the notion that *Foxh1* is required for FLK1^+^ mesoderm induction.

### *Eomes* functions downstream of *Foxh1* in FLK1^+^ cell generation

Previous studies have shown that *Foxh1* directly activates expression of nodal, a critical morphogen driving gastrulation and commitment of mesoderm and endoderm^36, 37^. To determine if the defect in FLK1^+^ mesoderm generation by *Foxh1* deficiency is cell non-autonomous through nodal production, Δ*Foxh1* TGET ES cells were mixed with wild-type ES cells and differentiated. Wild-type cell supplementation did not rescue FLK1^+^ mesoderm from Δ*Foxh1* TGET EBs (Fig. 5a). Therefore, *Foxh1* was intrinsically required for FLK1^+^ mesoderm induction.

**Fig. 5:**
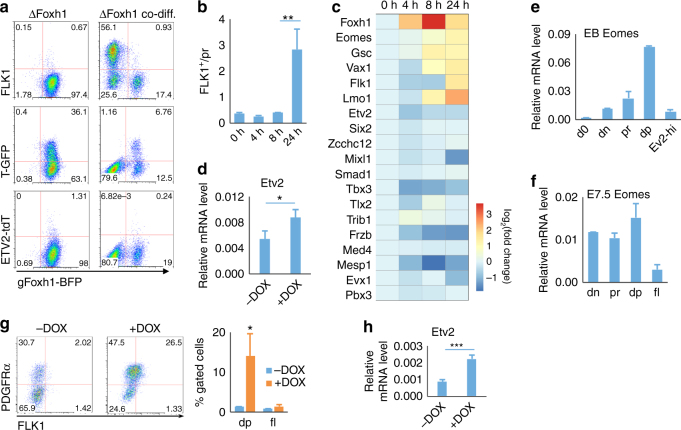
*Eomes* functions downstream of *Foxh1* in FLK1^+^ cell generation. **a** TGET *ΔFoxh1* ES cells (BFP positive) were differentiated either by themselves (*left*) or with wild-type A2lox ES cells (BFP negative, *right*). Subsequently, BFP-negative (wild type) or BFP-positive (*ΔFoxh1*) cells were analyzed for FLK1, T-GFP, and Etv2-tdTomato expression on D4. **b** *iFoxh1-∆Foxh1* EB cells were treated with 500 ng/mL DOX for different time span as indicated and analyzed by flow cytometry on D3.5. **c** RT-qPCR analysis of indicated genes in D3.5 *iFoxh1-∆Foxh1* EB cells treated with 500 ng/mL DOX for different time span. *Frzb* and *Smad1*, two signaling factors important for mesoderm development were included in the list. **d** RT-qPCR analysis of Etv2 was performed using *iFoxh1-∆Foxh1* ES cells differentiated with or without DOX (500 ng/mL, D2.5–3.5), and then for additional 1 day without DOX. **e** *Eomes* mRNA levels in indicated populations sorted from D3.5 TGET EBs and undifferentiated ES cells (“d0”) are shown. **f** *Eomes* mRNA levels are shown in indicated populations sorted from E7.5 embryos. **g** Flow cytometry analysis of D3.5 *iEomes-∆Foxh1* EB cells treated with or without 50 ng/mL DOX for 24 h. **h** RT-qPCR analysis of Etv2 was performed using *iEomes-∆Foxh1* ES cells differentiated with or without DOX (50 ng/mL, D2.5–3.5), and then for additional 1 day without DOX. *P value <0.05 in Student’s *t* test, **P < 0.01, ***P < 0.001, and *n* = 3. *Error bars* are s.d

Although *Foxh1* could rescue FLK1^+^ mesoderm, *Flk1* and *Etv2* were not likely to be FOXH1 direct target genes, as upregulation of *Flk1* was observed 24 h after DOX addition, while upregulation of *Etv2* was even later (Fig. 5b–d). 

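Of the transcription-related members of the “pr”- and “dp”-enriched sets, 37 in all, 25 were lower in Δ*Foxh1* “pr” cells than in both wild-type “pr” and “dp” cells and 13 at least 2-fold lower than in both, with no minimum RPKM. Among the 16 of group III, 13 were lower than in “pr” cells. Among the 21 of group IV, 20 were lower than in “dp” cells, 15 of them at least 2-fold. *Foxh1*, the targeted gene, is itself in group IV and is counted in the 37, 25, 13, 21, 20 and 15. Relative to wild-type “pr” cells, *Eomes* was 112-fold lower (82.3 to 156), *Gsc* 34.7-fold (20.9 to 62.2), *Mixl1* 21.6-fold (17.9 to 26.3) and *Tbx3* 1.79-fold (1.61 to 2.00). The homeobox gene *Vax1*, chosen after its values were seen, was listed at 0 against 6.25 RPKM in “pr” and 10.1 in “dp” cells. Of the signalling factors of Fig. 5c, *Frzb*, a secreted WNT antagonist, had 23.8 RPKM against 77.0 in “pr” and 43.5 in “dp” cells, and *Smad1*, the BMP effector, had 47.3 against 142 and 158.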

To identify potential intermediate gene(s) downstream of *Foxh1*, we analyzed response of “pr-” and “dp”-enriched transcription factors or transcription-related genes that were reduced in ΔFoxh1 “pr” cells (Fig. 4g and Supplementary Data 11), and became rescued by exogenous *Foxh1* expression (Fig. 5c). Among the genes showing upregulation after 8 h of DOX treatment, *Eomes* is a target for FOXH1^42, 43^, and is required for normal embryonic mesoderm development^44, 45^. As *Eomes* expression was enriched in “dp” cells from EBs and E7.5 embryos (Fig. 5e, f), we determined if *Eomes* functions also downstream of *Foxh1* in FLK1^+^ mesoderm generation from “pr” nascent mesoderm. Thus, we established *Eomes*-inducible ES cell line in the background of *Foxh1* knockout (iEomes-Δ*Foxh1*). As shown, exogenous *Eomes* expression was able to rescue FLK1^+^ cells, although not fully, from *Foxh1*-deficient cells (Fig. 5g). After *Eomes* induction, *Etv2* was also upregulated (Fig. 5h). Collectively, *Eomes* functions downstream of *Foxh1* in FLK1^+^ mesoderm generation.

### VEGF-FLK1 signaling regulates *Etv2* threshold expression

The finding that the VEGF receptor *Flk1* ranked on top among genes required for generating Etv2-tdTomato^high^ cells suggested that FLK1 functions upstream of *Etv2*. This notion is consistent with previous studies, which demonstrated that VEGF was able to activate *Etv2* expression^12, 46^. However, *Flk1* knockout embryos or ES cells can still generate hematopoietic progenitors, although limited^35, 47, 48^. This suggests that *Etv2*-mediated hemangiogenic program commitment may occur independently of VEGF-FLK1 signaling. 

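Next to *Flk1*, a pair of VEGF signalling genes had low scores in the step from “pr” to Etv2 high cells. *Plcg1*, the phospholipase C that FLK1 activates, scored −1.23 and ranked 267, and *Mapk14*, which encodes p38α, scored −1.22 and ranked 276. Scores as low as that of *Plcg1* were reached by 18 receptor genes and as low as that of *Mapk14* by 19. With *Kdr*, 3 of 11 VEGF genes were among the 500 lowest, where 0.314 would fall by chance. The list median was 0.04, however, above 80.6% of random lists. *Kdr* left the 500 lowest (rank 881) with library B taken in and each library scaled over its own total, chosen after seeing the data. *Vegfa* itself scored 0.49. As the paper reports that exogenous VEGF rescued Δ*Vegfa* cells, neighbours with *Vegfa* intact in the pooled EBs could mask its loss. The *Vegfa* score, which enters the list median, therefore cannot test that gene. The gRNAs of *Etv2* were not depleted, going from 14.3 to 17.9, 5.55 to 11.6 and 3.87 to 4.82 CPM with a score of 0.30. BMP and WNT genes had lower medians, −0.38 and −0.36, at the 4.67 and 5.82 percentiles of random lists. From the rank of *Flk1* the paper proposes that FLK1 functions upstream of *Etv2*. It then examines this in Δ*Flk1* and Δ*Vegfa* cells and with added VEGF. From those experiments, not covered here, it concludes that VEGF-FLK1 signaling is needed for Etv2 high cells.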

Intriguingly, Etv2-tdTomato^high^ cells were noticeably increased in the FLK1^+^ population in response to VEGF (Fig. 6a, *top*). Enhanced generation of Etv2-tdTomato^high^ cells by VEGF in the FLK1^+^ cells led to more Scl-GFP^+^ cells (Fig. 6a, *bottom*). Meanwhile, Etv2^high^ cells reinforced FLK1 levels (Fig. 6a, b), consistent with previous studies that ETV2 can directly activate *Flk1* ^8, 10, 23^. To better elucidate the relationship between *Etv2* and *Flk1*, we generated *Flk1* knockout SGET ES cells using the CRISPR/Cas9 system (Δ*Flk1* SGET ES cells). As shown, Δ*Flk1* ES cells efficiently expressed *Etv2*, suggesting an independent regulation of *Etv2* from *Flk1* (Fig. 6c). However, Etv2-tdTomato^high^ cells were predominantly found in FLK1^+^ cells and they were specifically missing in Δ*Flk1* cells (Fig. 6c). Moreover, when mixed and co-differentiated together with wild-type ES cells (BFP negative) (Fig. 6d), Δ*Flk1* ES cells (BFP positive) very rarely generated Etv2-tdTomato^high^ cells, even though Etv2-tdTomato^int^ cells were readily observed (Fig. 6e, *left*). While wild-type cells, i.e., BFP negative, were significantly elevated into the Etv2^high^ state by VEGF, Δ*Flk1* cells, i.e., BFP positive, showed no response to VEGF (Fig. 6e, *right*, summarized in Fig. 6f). Consistently, SGET cells infected with lentivirus expressing gRNA against *Flk1* (BFP positive) produced significantly reduced levels of Scl-GFP^+^ cells compared to un-infected cells (Supplementary Fig. 5a). Therefore, VEGF-FLK1 signaling is required for Etv2^high^ cell generation, not for the initiation of *Etv2* expression, and a reciprocal promotion between FLK1 and *Etv2* might maintain the cells in the Etv2-tdTomato^high^ state.

**Fig. 6:**
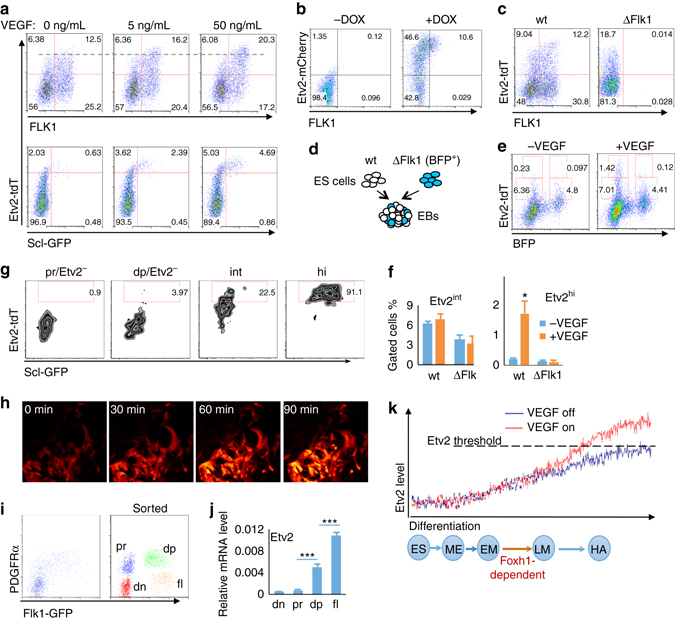
VEGF-FLK1 signaling regulates *Etv2* threshold expression. **a** Wild-type (*wt*) SGET ES cells were differentiated in different concentrations of VEGF and analyzed for Etv2-tdTomato and Scl-GFP expression on D4. VEGF was added from D3–4. **b** Flow cytometry analysis of ETV2-mCherry and FLK1 in D3.5 iEtv2-mCherry EB cells differentiated in serum-free conditions. DOX (2 μg/mL) was added from D2.5 to D3.5. **c** Flow cytometry analysis of D4 wt and *∆Flk1* SGET EB cells for Etv2-tdTomato and FLK1 expression is shown. **d** Scheme of co-differentiation of wt and *∆Flk1* SGET ES cells is shown. wt and *∆Flk1* SGET ES cells were mixed at a 4:1 ratio and co-differentiated as described in Experimental procedures. **e** Response of wt and ∆*Flk1* SGET D4 EB cells to VEGF is shown as Etv2^high^ cell generation. VEGF (50 ng/mL) was added from D3–4. BFP-negative cells depict wt and BFP-positive cells depict *∆Flk1* cells. **f** Percentages of Etv2^int^ and Etv2^high^ cells within wt and *∆Flk1* SGET EB cells. **g** Sorted populations as indicated from D4 SGET EBs were re-seeded onto OP9 cells and analyzed 12 h later for Etv2-tdTomato and Scl-GFP by flow cytometry. **h** Live imaging of SGET cells responding to VEGF. *Black* regions in the pictures are occupied by Etv2-tdTomato^negative^ cells, Etv2-tdTomato^int^ cells are in *red* and Etv2-tdTomato^hi^ cells are in *orange*. (**i**) FACS plot of D3 Flk1^*GFP/GFP*^ EB cells used for cell sorting, PDGFRα^−^GFP^−^ (*dn*), PDGFRα^+^GFP^-^ (*pr*), PDGFRα^+^GFP^+^ (*dp*), and PDGFRα^−^GFP^+^ (*fl*) cells, is shown. *Etv2* expression in “dn”, “pr”, and “dp” cells isolated from D3 Flk1^GFP/GFP^ EB cells is shown in **j**. **k** A model showing hemangiogenic progenitor development. The *blue circles* indicate different stages during mesoderm differentiation (*ES* undifferentiated ES cells, *ME* mesendoderm, *EM* early mesoderm, *LM* lateral mesoderm, *HA* hemangiogenic progenitors). The zigzag curves at the *top* indicate the stochastic fluctuation of *Etv2* expression. Activation of the hemangiogenic program rarely occurs in the absence of VEGF signaling (*blue line*). However, when the VEGF signaling is active, the hemangiogenic fate can be efficiently achieved through the promotion of *Etv2* threshold expression (*red line*). *P value < 0.05 in Student’s *t* test, ***P < 0.001, and *n* = 3. *Error bars* are s.d

We next determined if VEGF signaling directly promotes Etv2^high^ cells from Etv2^int^ cells. Compared to Etv2-tdTomato^−^ “pr” and Etv2-tdTomato^−^ “dp” cells, Etv2-tdTomato^int^ cells, when re-seeded onto OP9 cells, could generate more Etv2-tdTomato^high^ cells (Fig. 6g). Furthermore, we observed direct elevation of tdTomato expression in Etv2-tdTomato^int^ cells into Etv2-tdTomato^high^ cells in the presence of VEGF (Fig. 6h). To further confirm VEGF’s role in *Etv2* expression, we generated *Vegfa* knockout SGET cells using the CRISPR/Cas9 system (Δ*Vegfa* SGET ES cells). We induced mesoderm differentiation with BMP4 in serum-free conditions^33^ (Supplementary Fig. 5b, c). In this assay, Δ*Vegfa* cells reproduced the phenotype of Δ*Flk1* cells, while a supplement of exogenous VEGF rescued the generation of Etv2-tdTomato^high^ and Scl-GFP^+^ cells. We noticed that even without VEGFA supplementation, *Etv2* was still efficiently expressed in FLK1^+^ cells, although not efficiently achieving the threshold expression (Supplementary Fig. 5c), again demonstrating the VEGF role in the generation of Etv2-tdTomato^high^ cells.

To explore the dynamics of VEGF-FLK1 signaling-independent *Etv2* expression, we utilized the Flk1^*GFP/GFP*^ ES cell line^49^. This cell line in differentiation showed a similar coexpression pattern of PDGFRα and GFP as PDGFRα and FLK1 in wild-type cells, indicating that GFP expression faithfully reflected that of *Flk1* (Fig. 6i). As expected, very few GFP single positive cells, in which *Etv2* expression and hemangiogenic progenitors were enriched^10, 23^, were generated from Flk1^GFP/GFP^ ES cells (Fig. 6i). We sorted PDGFRα and GFP (FLK1) double negative cells (“dn”), PDGFRα single positive cells (“pr”), PDGFRα and GFP double positive cells (“dp”), and GFP single positive cells (“fl”), and measured *Etv2* expression by qRT-PCR. Remarkably, *Etv2* expression was readily upregulated in PDGFRα^+^GFP^+^ cells compared to “pr” cells, similar to that in PDGFRα^+^FLK1^+^ cells, suggesting VEGF-FLK1 signaling-independent *Etv2* expression was initiated mainly in the presumptive FLK1^+^ mesoderm (GFP^+^ cells) (Fig. 6j). Very rare GFP single positive cells expressing higher level *Etv2* can still be made, probably through stochastic mechanisms. Collectively, FLK1^+^ mesoderm is enriched for *Etv2* basal level expression and VEGF-FLK1 signaling instructs hemangiogenic fate specification by ensuring *Etv2* threshold expression.

## Discussion

In this study, we provide mechanisms by which hemangiogenic lineage commitment is achieved. In particular, by tracking *Etv2* and *Scl* reporter expression and by comparing transcriptome of various mesodermal cell populations, we were able to delineate the developmental route generating hematopoietic and endothelial cells via T/Bry^+^PDGFRα^−^FLK1^−^, T/Bry^+^PDGFRα^+^ FLK1^−^, PDGFRα^+^FLK1^+^, FLK1^+^Etv2^int^, FLK1^+^Etv2^high^, to Etv2^high^Scl^+^ cells. In this process, achievement of *Etv2* threshold expression is key to the hemangiogneic lineage specification. Currently, FLK1 expression is widely used as a hemangiogenic lineage marker^28, 41, 50^. However, the highly refined lineage route established in this study indicates that hemangiogenic progenitors represent a small fraction of FLK1^+^ cells. Therefore, in the future, this improved lineage map should be helpful to isolate relevant cell populations to further define gene regulatory network involved in hematopoietic and vascular lineage development.

PDGFRα has been extensively used as paraxial mesoderm marker^20, 51^. In particular, Sakurai et al. have suggested that FLK1^+^PDGFRα^+^ mesoderm represents nascent mesoderm, from which both FLK1^+^ lateral plate mesoderm and PDGFRα^+^ paraxial mesoderm are generated^20^. However, they also established that “dn”, “pr”, and “dp” cells are developmentally plastic and interchangeable in culture. Moreover, PDGFRα expression marks nascent mesoderm in gastrulating mouse embryos^52^. Our transcriptome analysis revealed that “pr” cells are close to T^+^ PDGFRα^−^FLK1^−^ mesendoderm and the proximal nascent mesoderm of the primitive streak of the E7.0 gastrulating embryo^27^. Furthermore, FLK1^+^PDGFRα^+^ mesoderm has cardiac potential^19, 23^. These data support that “pr” cells represent nascent/early mesoderm from which “dp” cells arise. Consistently, we found that loss of *Foxh1* or treatment with the ERK inhibitor blocked progression of “pr” cells to “dp” state. Potentially, later arising “pr” cells could include PDGFRα^+^ paraxial mesoderm and cardiac progenitors. However, we cannot rule out the possibility that FLK1^+^PDGFRα^+^ cells can also be generated directly from mesendoderm when optimal stimuli for “dn” and “dp” stages are simultaneously available. Future studies are warranted to show the in vivo relationship between PDGFRα^+^ cells and FLK1^+^ cells.

Currently, upstream signals that activate *Etv2* have not been clearly elucidated. It appears that ETV2 positively regulates its own expression^10, 53^. The cAMP-PKA-CREB, Calcineurin-NFAT, MESP1-CREB1, VEGF-p38 MAPK-CREB, as well as NKX2-5 have been suggested to activate *Etv2* ^10, 46, 53–56^. In this paper, we applied CRISPR/Cas9 genome-wide screening to developmental processes to identify *Foxh1* and *Flk1* to be upstream of *Etv2* expression. By utilizing in vitro differentiation of ES cell model, we demonstrated that *Foxh1* deficiency leads to a block in FLK1^+^ mesoderm generation from early “pr” mesoderm. These studies revealed an unexpected role of *Foxh1* beyond the anterior-posterior patterning in gastrulation. We demonstrated the potential role of *Eomes*, one FOXH1 target gene, in FLK1^+^ mesoderm generation. Recently, *npas4l* gene was reported to be upstream of *etv2* in zebrafish^57^. Future studies delineating upstream pathways that control *Etv2* threshold expression are warranted.

Once achieving the *Etv2* threshold expression and the hemangioblast specification, ETV2 may initiate a network critical for hematopoietic and/or endothelial generation, by activating key hematopoietic and endothelial cell factors and establishing the Ets hierarchy^10^. In particular, upon activation by ETV2, *Scl* establishes a transcription factor network that forms a positive feedback loop, consistent with previous observations^16^. Given the critical function of *Scl* in hematopoietic development, it would be informative to understand the essential structure of this positive feedback network. Recently, Goode et al. proposed a core regulatory network model for hematopoietic specification^28^. Almost all these core transcription factors, which are direct targets of ETV2^10^, co-occupy and regulate a large set of hematopoietic genes. Among these, coexpression of only SCL and LMO2 was sufficient to reprogram fibroblasts into hematopoietic cells^28^. It should be determined in the future whether the same group of transcription factors can establish the SCL-positive feedback loop in the absence of ETV2. Previous studies have reported that ETV2 and/or other ETS factors can cooperate with FOXC factors to activate endothelial genes, implying that ETS and FOXC factors may form an endothelial autoregulatory network^58^. Future studies will require identifying a minimal network(s) that is (are) necessary for hematopoietic and endothelial cell generation.

The unexpected findings of this study were that *Etv2* expression is initiated independently of FLK1 or VEGF and that VEGF plays an instructive role in the hemangiogenic fate determination by conferring *Etv2* threshold expression. Accordingly, a potential positive feedback interaction between *Etv2* and FLK1 would ultimately generate the Etv2^high^FLK1^high^ state. Cells that reach the Etv2^high^FLK1^high^ state are now committed to the hemangiogenic fate. Therefore, *Vegfa*, *Flk1*, and *Etv2* form a key regulatory module in the hemangiogenic fate commitment. Indeed, genetic knockout studies have established that *Vegfa*, *Flk1*, or *Etv2* deficiency leads to similar hematopoietic and endothelial cell formation defects^8, 35, 59, 60^. In particular, only FLK1^high^ cells were missing in *Etv2*-deficient embryos^10^. Moreover, *Etv2* deletion using the *Flk1-Cre* system results in embryonic lethality, apparently showing decreased generation of the FLK1^high^PDGFRα^−^ cell population^10^. This suggests that any perturbation of the *Etv2*, VEGF, and FLK1 module causing insufficient generation of Etv2^high^FLK1^high^ hemangiogenic progenitors might lead to defects in hematopoietic and endothelial cell development. Collectively, we propose a two-step model for the hemangiogenic fate commitment: VEGF-FLK1 signaling-independent *Etv2* initiation and VEGF-FLK1 signaling-dependent *Etv2* threshold expression (Fig. 6k). Very rarely, *Etv2* threshold expression may also be achieved through intracellular stochastic mechanisms (as depicted in *zigzag lines* in Fig. 6k). In conclusion, VEGF signaling plays an instructive role in hemangiogenesis, as it enforces new fate acquisition, i.e., hemagniogneic fate, through promoting *Etv2* threshold expression.

## Methods

### Generation of ES lines

All mouse ES cells were maintained on mouse embryo fibroblast (MEF) feeder cell layers in Dulbecco-modified Eagle medium containing 15% fetal bovine serum, 100 units/mL LIF, 1× MEM Non-Essential Amino Acids Solution (Gibco), 1× Glutamax^TM^ Supplement (Gibco), and 4.5 × 10^–4^ M 1-Thioglycerol (MTG, Sigma). For differentiation, ES cells grown on MEFs were split onto a gelatin-coated dish in Iscove’s modified Dulbecco medium (IMDM) with the same supplements as used for maintenance, and were cultured for 2 days. Single-cell suspensions were then prepared, and 4000–10,000 ES cells were added per mL to a differentiation medium of IMDM containing 15% differentiation-screened fetal calf serum, 1× Glutamax, 50 μg/mL ascorbic acid, and 4.5 × 10–4 M MTG on a bacteriological Petri dish. For serum-free differentiation, FCS was replaced with 15% knockout SR (Gibco). OP9 cells were grown in α-MEM supplemented with 20% differentiation-screened FCS, 1× Glutamax, 1× NEAA, and 4.5 × 10–4 M MTG^8^, and sorted EB cells growing on OP9 cells were in the same medium. For ERK inhibition, PD0325901 (Sigma) was added at 2 μM. For serum-free differentiation of *∆Vegfa* SGET ES cells, 5% PFHM II (Gibco) was supplemented, and mouse BMP4 (BDbiosciences) and VEGF-A (Pepro Tech) were added as indicated. SGET ES cells were generated by utilizing Scl-EGFP knock-in ES cells^17^ and inserting the tdTomato coding sequence after the ETV2 stop codon using the T2A. Briefly, donor vector containing 1.9 kb upstream (5′-arm) and 2.4 kb downstream (3′-arm) of the ETV2 stop codon were cloned into the pGolden-Hyg plasmid (Addgene). The stop codon was replaced with the T2A-tdTomato coding sequence. The sgRNA sequence directing a cut at 13 bp upstream of the ETV2 stop codon was inserted into the CRISPR plasmid PX330 (Addgene, deposited by Feng Zhang’s lab). Donor vector and CRISPR plasmid were cotransfected into Scl-EGFP knock-in ES cells using the Lonza nucleofection kit. Hygromycin was added 24 h later (200 μg/mL, Sigma) and selected for 7 days. Hygromycin-resistant clones were picked and identified by PCR and sequencing. The hygromycin-resistance cassette was subsequently excised by nucleofection of the cells with Cre^61^. The sgRNA sequence for targeting *Etv2* locus and primers used to identify the correctly targeted clones are listed in Supplementary Table 1. TGET ES cells were generated by utilizing Brachyury/EGFP knock-in ES cells^18^ and the same strategy for generating SGET cells. Inducible ES cell lines (iEtv2-mCherry, iFoxh1, and iEomes) were generated by targeting the tet-responsive locus of A2Lox/Scl-hCD4 cells^61^, with the construct containing the coding sequence of *Etv2-mCherry*, *Foxh1*, or *Eomes*, as described previously. For generating homozygous/heterozygous knockout ES cell lines, ES cells were first transduced with lenti-Cas9-Blast (Addgene, deposited by Feng Zhang Lab) and selected using blasticidin (Sigma, 2 μg/mL). Single clones were picked for identification of Cas9 expression and normal differentiation. sgRNAs were cloned into lentiGuide-Puro (Feng Zhang Lab) or pKLV-U6gRNA_BbsI_PGKPuro2ABFP^62^ that coexpresses blue fluorescent protein (BFP) with the sgRNA. The cells were infected with lentiviruses expressing sgRNA against the target gene. The cells were selected with puromycin (Sigma, 1 μg/mL) for at least 7 days and then single clones were picked and identified by sequencing. The sgRNAs used to identify the mutations are listed in the Supplementary Table 1.

### Flow cytometry and sorting

EBs were dissociated with Accutase solution (Sigma). E7.5 embryos were first digested in 0.25% collagenase and 20% FBS, then in accutase solution. Single cells were incubated with α-human CD4 (Biolegend), α-mouse FLK1 (BioLegend or eBioscience), α-mouse PDGFRα (BioLegend), α-mouse CD41 (eBioscience) or α-mouse TIE2 (eBioscience). Data were acquired on the FACS Canto II or LSR-Fortessa flow cytometer (BDbiosciences) and analyzed using the FlowJo (Treestar) software. Cell sorting was performed using the BD FACSAria II system.

### Blast colonies formation cell assay

Sorted EB cells were replated in methyl cellulose containing 10% plasma-derived serum (PDS, Antech; Texas), 5% PFHM II, 1× Glutamax, 1× BIT9500 (STEMCELL Technologies) and MTG (4.5 × 10–4 M), together with kit ligand (1% conditioned medium). Blast colonies were counted 4 days later^15^.

### RNA-seq analysis

Total RNA was extracted using the RNeasy Mini kit (Qiagen). Library preparation was performed with 10 ng of total RNA (GTAC core facility, Washington University in St. Louis): Total RNA integrity was validated using an Agilent bioanalyzer. All samples were prepared using the Ribozero (Epicentre) kit as per the manufacturer’s protocol. cDNA was then blunt ended, an A base added to the 3′ ends, and then Illumina sequencing adapters were ligated to the ends. Ligated fragments were then amplified for 12 cycles using primers incorporating unique index tags. Fragments were sequenced on an Illumina HiSeq-2500 using single reads extending 50 bases. RNA-seq reads were aligned to the mouse mm9 assembly from the UCSC Genome Browser with Tophat2^63^. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5^64^. All gene-level counts were then imported into the R/Bioconductor package EdgeR normalized to adjust for differences in library size. Genes with RPKM <5 in all samples were excluded from further analysis. Genes with of less than fivefold changes in any two samples were also excluded. Finally, 3815 genes were used for further presentation. Published data used in RNA-seq analysis: GSE57409 (sample “ES” and “EpiSC”), GSE36114 (sample “endo_d6”, representing ES cell for endoderm differentiation on day 6), GSE69080 (“mes”, “hb”, “hp”), GSE55310 (“he”), 7R2 (https://b2b.hci.utah.edu/gnomex/, sample “cp”, representing ES cells differentiated to cardiac progenitors^25^). The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE85641.

### Zipcode mapping

Zipcode mapping was performed as described in the developers’ manual^27^ (www.itranscriptome.org/). Briefly, after uploading transcriptome data of our samples to the website, expression values of 158 preselected landmark genes of the E7.0 gastrulating embryo were extracted. Then a matrix of Spearman rank correlation coefficients of the transcriptome of a given sample to those of different regions in the gastrulating embryo was returned from the website.

### CRISPR genetic screening and data analysis

CRISPR screening was performed as previously described^11^. Briefly, TGET ES cells were stably transduced with lenti-Cas9-Blast and selected using blasticidin (2 ng/mL). Subsequently, 2.4 × 10^7^ TGET ES cells constitutively expressing Cas9 were infected with the GeCKO CRISPR lentivirus library at a MOI of 0.2 (200× coverage of the library). Cells were selected with puromycin and maintained in ES medium for 2 weeks, followed by differentiation and cell sorting. Cell numbers in each sample for genomic DNA extraction ensured at least 100× coverage of the library. Genomic DNA extraction and sgRNA library amplification were performed faithfully following the previously described protocol^11^. Sequencing data preprocess was also performed as described in the same protocol. The read counts of each sgRNA sequence were imported to HiTSelect^30^ to obtain gene lists with significance of sgRNA depletion in treated samples compared to control samples. Functional annotation of gene lists was performed with ConsensusPathDB (http://cpdb.molgen.mpg.de/MCPDB). The CRISPR screen reads data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE85641. DNA sequences for primers and sgRNAs listed in Supplementary Table 1.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) analysis was carried out using the GSEA software from the Broad Institute^40^. Genes were ranked by the downregulation fold in *Foxh1* knockout “pr” cells compared to wt “pr” cells. Genes with expression correlated to T in early gastrulation embryo^41^ (correlation score >0.2) were used as the test gene sets for analysis of enrichment.

### Quantitative real-time reverse transcription PCR

Total RNA from embryos or EB cells was prepared with RNeasy Micro/Mini Kit (Qiagen), and reverse transcribed into cDNAs according to the manufacturer’s protocol. Expression of genes was measured by quantitative real-time RT-PCR using primers indicated in Supplementary Table 1. Gene expression levels were normalized to *Gapdh*.

### Live imaging

SGET D3 EBs were transferred onto Matrigel-coated glass bottom dish for 24 h, followed by live imaging. VEGF was added at 50 ng/mL and the cells were maintained in a 5% CO_2_ wet chamber fitted onto the Nikon a1 confocal microscope. Live images were captured every 30 min.

### Statistical analysis

The results of qRT-PCR and flow cytometry analysis were analyzed by Students’ *t* test. *P* < 0.05 was considered significant.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author on reasonable request. The RNA-seq data and CRISPR screen reads counting data reported in this paper have been deposited in NCBI GEO under accession code GSE85641.

Published data used in RNA-seq analysis include the following already deposited data sets: GSE57409 (sample “ES” and “EpiSC”), GSE36114 (sample “endo_d6”, representing ES cell for endoderm differentiation on day 6), GSE69080 (“mes”, “hb”, “hp”), GSE55310 (“he”), 7R2 (https://b2b.hci.utah.edu/gnomex/, sample “cp”, representing ES cells differentiated to cardiac progenitors^25^).

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

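The study deposited 7 RNA-seq libraries and 4 libraries of a CRISPR screen, 1 per condition. RNA came from the SGET populations Etv2 int, Etv2 highScl-, Etv2 highScl int and Scl high of day 4 EBs, from wild-type “pr” and “dp” cells of day 3.5 TGET EBs, and from Δ*Foxh1* “pr” cells, which the sample labels place at day 5. The screen samples are “lib”, “input”, “pr” and Etv2 high. For these the labels give day 4 and the paper day 3.5 for the sorted cells.

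The authors depleted ribosomal RNA, aligned single reads to the mouse mm9 assembly with Tophat2, counted unambiguous uniquely aligned reads per gene with featureCounts 1.4.5, normalized for library size in edgeR and deposited RPKM values with 0.0001 added. The other versions are not given in the sources used here. The authors deposited the screen as raw read counts per gRNA, preprocessed by the cited protocol, for which the sample labels name Bowtie. HiTSelect, used in the paper to rank genes, was not run here, nor were the published data sets that the paper took in.

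From the RPKM table, reads per gene were recovered from the step that 1 read makes in each library. On simulated values this recovered 100% of 497 genes, 99.4% of them exactly. The table holds 14590 genes, of which 20 carry date-like names left by a spreadsheet. Their values were kept, but they match no list. Genes with an RPKM of at least 5 in either library were compared on log2(RPKM + 1) for counts at 2-fold and on plain RPKM ratios for the 5-fold rule. On simulated data in the depth of the Δ*Foxh1* comparison, 2-fold differences were called for 32% of 50 genes. In that of Etv2 highScl int with Etv2 int cells the share was 40%. Differences of 3-, 5- and 8-fold were called for 100%, and unchanged genes for 0.183% and 0.182%. With 1 library per condition, variation between replicates could not be taken from the data.

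The screen was scored on gRNAs of library A with at least 30 counts in the earlier sample and on genes with at least 2 of them. The scaling was to CPM over library A, and 1 CPM was added before log2. The lowest 1000 scores were taken from “lib” to “input” and from “input” to “pr”, and the lowest 500 from “pr” to Etv2 high cells. On simulated data, 4-fold depletion was found for 95.6%, 100% and 100% of genes in the 3 steps, and 2-fold depletion for 50%, 64.4% and 43.6%. These shares hold for simulated genes only. In the data, gRNA pairs of the same gene correlated at 0.00235 in the last step, so real depletion may be found less often. Shares carry exact 95% binomial intervals.

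Fixed lists, 31 in all, covered pluripotency, primitive streak and nascent mesoderm, paraxial and presomitic mesoderm, FLK1 and lateral plate mesoderm, cardiac, endothelial, hematopoietic, endoderm, neural ectoderm, feeder fibroblast, trophoblast, Nodal and SMAD2, BMP, VEGF, WNT, FGF and ERK, Notch, nonsense-mediated decay, PRC2, PRC1.1, DNA replication, RNA polymerase II and general transcription, mRNA splicing, cytosolic translation factors, proteasome, growth restraint and p53, stress and immediate early, Hox, ETS family, cytosolic ribosomal proteins, and olfactory and vomeronasal receptors. The trophoblast list includes *Eomes*, also a gene of the streak and mesoderm. List medians were set beside 10000 random lists drawn with seed 1. They were matched on mean RPKM in the RNA-seq and on gRNA number and earlier count in the screen. Lists, filters, fold rules, alternatives and the rule for naming genes were chosen before the data were examined, when values in the paper’s supplementary tables had been seen. The rule names each gene the paper names for a comparison, up to 3 members of each list with the largest differences (screen: lowest scores), and the 5 largest rises and 5 largest falls (screen: the 10 lowest scores). Other genes are marked as chosen after their values were seen, and some genes within the rule are not reported here.

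The alternatives changed the pseudocount, the RPKM minimum, the scaling (median of ratios, or receptor gRNAs), the minimum gRNA count (10 and 100), the gene score (second lowest gRNA, mean), the gRNAs taken in (all of the table) and the number of lowest scores. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.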

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

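Of the tests given here, those on selection and on chance high counts, both on library B, and that on the later day were chosen only after the result was seen.

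The gRNA table holds counts for library B, which the paper does not report on: 10590514 in “input”, 2792383 in “pr” and 259087 in Etv2 high cells, against 14714 in “lib”. DNA that never passed through growing cells is unlikely to be the source, since in “input” the ribosomal protein gRNAs of library B lay at a median log2 difference of −1.98 from its receptor gRNAs (2.93 against 14.5 CPM). Cells carrying library B grown beside those carrying library A may be, since the 50 genes with the lowest library A scores from “input” to “pr” had a median library B score of −0.64, below the middle 95% of random sets (−0.494 to −0.065). By library B alone, *Smg5* scored −3.49, *Smg6* −3.06, *Ezh2* −3.00 and *Smad2* −0.95, yet across 14804 genes the scores of the 2 sets correlated at only 0.0695. From “pr” to Etv2 high cells, library B gave *Bmpr1a* 0.66 and *Brd9* −0.32, far from their library A scores, and the sets correlated at −0.00775 across 6893 genes.

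All 24 Hox genes compared, a group the paper does not discuss, were at least 2-fold higher in Δ*Foxh1* than in wild-type “pr” cells. Few reads are an unlikely source, as 24 of them had 50 reads or more in the Δ*Foxh1* library. The later day of the Δ*Foxh1* EBs could contribute, but no wild-type day 5 library was there to test it, and the Hox median from “dp” to day 4 Etv2 int cells was 0.25, against 3.32 from “dp” to Δ*Foxh1* “pr” cells. Genotype and day stay unseparated.

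From “pr” to Etv2 high cells, gRNAs of the same gene moved apart. Few reads are unlikely to be the whole source of the spread, since log2 ratios of receptor gRNAs spread 3.48 times as widely as Poisson counting gives (SD 0.682 against 0.196). The spread also exceeded counting from “lib” to “input” (0.798 against 0.157) and from “input” to “pr” (0.669 against 0.151). The excess therefore does not set this step apart, and cannot tell why its gRNA pairs correlated least. Loss of whole gRNAs through few founder cells is also unlikely, with 0 of 2600 receptor gRNAs of at least 100 counts listed at 0, though milder uneven growth or amplification stays possible. Whether selection shows could not be told from the 6.6% of receptor genes among the 500 lowest scores. Chance high counts in “pr” could not be told either, at a correlation of −0.25 between consecutive steps over 3279 receptor gRNAs.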

How the results depend on the processing

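The alternatives without small RNA genes, with at least 20 reads, with all gRNAs but each library scaled over its own total and with Scl high over Etv2 highScl- cells were chosen after seeing the data. Over 29 results and 135 alternatives, 99 left the value within its counting interval, or a count within 1.5 times, 36 moved it and 0 reversed it. The 99 are no measure of robustness, since 46 gave the main value itself, 15 or more of them by construction: 12 on rank correlations, which no pseudocount or scaling can alter, and 3 on counts of lowest scores under receptor scaling, which shifts all gRNAs alike. Over 22 gene scores, 169 alternatives gave 0 changes of sign and 24 moved the score. With a pseudocount of 0.1 and of 5, the medians of the 73 ETV2 targets were 0.58 and 0.21 in Etv2 highScl-, 3.05 and 1.56 in Etv2 highScl int and 3.02 and 1.54 in Scl high cells. The targets at least 5-fold higher in Etv2 highScl int cells numbered 47 with a pseudocount of 1 and 9 with 5, and in Scl high cells 21 with 5. Over Etv2 highScl- cells, the Scl high median was 2.13, the targets there being 0.44 above Etv2 int cells. Genes at least 5-fold higher in Etv2 highScl int than Etv2 int cells numbered 16 with a pseudocount of 5, 248 with a minimum RPKM of 1 and 419 without one, and variable genes 177, 2026 and 3319. Between “dp” and “pr” cells, 64 genes were higher and 63 lower with a pseudocount of 5, and 212 and 250 with a minimum of 1 or none. The group IV median was −0.84 with a pseudocount of 5. A larger pseudocount shrinks ratios and a lower minimum takes in more genes by construction. Correlations of transcription-related genes with an RPKM of at least 1 and of at least 5 were 0.681 and 0.509 (Δ*Foxh1* “pr” and “pr”), 0.603 and 0.445 (Δ*Foxh1* “pr” and “dp”) and 0.893 and 0.873 (“pr” and “dp”), and the cause was not tested. At 10 counts or more, 97.5% of gRNAs were detected in “lib”, 88.9% in “input”, 85.6% in “pr” and 76.7% in Etv2 high cells. With all gRNAs of the table, 4 of the 13 named genes were among the 500 lowest from “pr” to Etv2 high cells under a joint scaling, in which the share of library B went from 16.9 to 4.42%, and 2 with each library scaled over its own total. The joint scaling is thus not the whole cause, and the rest of the cause was not tested. Among the 1000 lowest scores, 555 were expressed in mesoderm, more scores being taken. Without small RNA genes, 102 genes were at least 5-fold higher in Etv2 highScl int cells and 829 were variable. No paired analysis was possible because each population has 1 library. Depth limits the Scl high and Etv2 high libraries most, the latter with a median of 44 counts per gRNA.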

Differences from the paper's values

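Every alternative named here was set before the data were examined, apart from scaling each library over its own total, which was chosen after seeing the data.

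The paper counts 3815 variable genes over 10 samples, and 883 were found here over the 6 wild-type libraries of the study. Without a minimum RPKM the count here was 3319, within 1.5 times the paper’s, although the paper’s methods state that genes with an RPKM below 5 in all samples were excluded. Under the other alternatives it stayed below that range.

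The paper ranks genes with HiTSelect, and the ranks here come from median log2 ratios, so the scales differ. The paper’s ranks are read from the parts of Supplementary Data 7, 8 and 9 held here (1997 of 21260, 1996 of 21329 and 1995 of 21258 genes). Of 18 genes, 16 differ in rank by more than 1.5 times. From “lib” to “input”, *Pou5f1* is 201 in the paper and 2 here, and *Nanog* 254 in the paper and 853 here. From “input” to “pr”, the paper’s rank and the rank here are 1535 and 715 for *Ezh2*, 3 and 38 for *Smg6* and 33 and 16 for *Smad2*. From “pr” to Etv2 high cells they are 22 and 392 for *Bmpr1a*, 6 and 236 for *Kdr*, 85 and 730 for *Foxh1*, 72 and 389 for *Itpka*, 103 and 561 for *Irf1*, 11 and 1 for *Brd9*, 90 and 582 for *Arnt2*, 458 and 985 for *Foxf1*, 336 and 5 for *Plcd4*, 1830 and 366 for *Hey2* and 429 and 2 for *mmu-mir-183*. *Foxf1* falls within 1.5 times the paper’s rank with a minimum count of 100 (607), the second lowest gRNA (611) and all gRNAs of the table (379), and *Plcd4* with all gRNAs of the table (313). For the other 14 genes no alternative set in advance does. With all gRNAs and each library scaled over its own total, *Smg6* (2), *Plcd4* (418) and *Hey2* (1264) do.

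The paper takes its top 500 from “pr” to Etv2 high cells, and *Foxh1*, *Irf1*, *Arnt2* and *Foxf1* lie outside the 500 lowest here. *Foxh1* is among them with a minimum count of 100 (442), a pseudocount of 5 CPM (255) and the second lowest gRNA (448), as are *Irf1* (332, 159 and 343) and *Arnt2* (342, 363 and 357). *Arnt2* lies far outside with the mean of gRNAs (3230). With all gRNAs of the table under a joint scaling, *Foxf1* is among them (379) and *Foxh1* (5605), *Irf1* (4188) and *Arnt2* (4231) are not, but in that scaling the gRNAs of library B go down together as its share of counts goes from 16.9 to 4.42%. With each library scaled over its own total, *Foxh1* (2241), *Irf1* (5214), *Arnt2* (1590) and *Foxf1* (1076) are outside, as are *Kdr* (881), *Bmpr1a* (4941), *Brd9* (1988), *Itpka* (7253), *Creg1* (528), *Hey2* (1264) and *mmu-mir-466k* (701), at a median of 1 count per library B gRNA in Etv2 high cells. *Hey2* is outside with the mean of gRNAs (608) and *mmu-mir-466k* with the second lowest gRNA (784). The paper calls *Hey2* a gene that did not rank high, and it is 366 of 17496 here. It counts *Ezh2* with the top ranked genes from “input” to “pr”, where 1 of its 3 gRNAs was more abundant in “pr” cells here and its rank was 2458 with the mean of gRNAs, 4131 with all gRNAs under a joint scaling and 177 with all gRNAs and each library scaled over its own total. It draws *Itpka* from genes expressed in mesoderm, and the highest RPKM of *Itpka* in the mesoderm libraries was 0.223. *Itpka*, *mmu-mir-183* and *mmu-mir-466k* are absent from Supplementary Data 10.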

Other observations

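Polycomb PRC1.1 genes were depleted during ES-cell culture, with 3 of 9 among the 1000 lowest scores from “lib” to “input” and a median of −1.21, above 0.29% of random lists. They were *Skp1a* (−3.17), *Usp7*, a deubiquitinase (−2.15), and *Rybp*, which joins the catalytic RING1 subunits (−2.13). In the same step the gRNAs of *Ezh2* (0.75) and *Foxh1* (0.74) were more abundant in “input” than in “lib”, both chosen after their values were seen. From “input” to “pr”, *Eomes*, chosen after its values were seen, scored −1.76 and ranked 47, with gRNAs going from 67 to 9, 177 to 53 and 592 to 491 counts, and translation factors had a median of −0.70 at the 1.54 percentile of random lists. From “pr” to Etv2 high cells, DNA replication genes had 2 of 18 among the 500 lowest, *Pola2* (−1.20) and *Pold1* (−1.18), and the growth restraint gene *Tsc2* scored −1.17.

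Etv2 int cells of day 4 differed from “dp” cells of day 3.5, although the FLK1 gene *Kdr* was present in both. Primitive streak genes were lower in Etv2 int cells (median log2 −1.71, 13 of 14 at least 2-fold), as were hematopoietic genes (−1.50, 9 of 12), with *Hbb-bh1* at 0.317 against 76.7 RPKM. Stress genes were lower as well (−0.41, 0.02 percentile of random lists), and feeder fibroblast genes were higher in Etv2 int cells (0.41, 99.92 percentile). *Mid1*, a microtubule-bound ubiquitin ligase, had 0.943 against 123 RPKM, and *Prph*, an intermediate filament gene, 39.8 against 2.52. These populations come from different ES cell lines and days. In Etv2 highScl int cells the cardiac genes *Wnt2* (17.1 against 1.87 in Etv2 int cells) and *Nkx2-5* (18.8 against 2.98) were higher, as was *Hoxb5* (11.1 against 0.764). The cardiac list as a whole went both ways there, 3 of 7 genes being at least 2-fold higher and 1 at least 2-fold lower. Its median was 0.16, at the 98.37 percentile of random lists. *Lars2* had the widest range, from 51.4 RPKM in “dp” to 20178 in Scl high cells, with 13218 in Δ*Foxh1* “pr” cells. The Scl high and Δ*Foxh1* libraries also had the fewest recovered reads, 3663995 and 5208483, against 8420056 for “dp”. Whether the *Lars2* level reflects the libraries and not the cells was not tested.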
